# Specific genomic and transcriptomic aberrations in tumors induced by partial hepatectomy of a chronically inflamed murine liver

**DOI:** 10.18632/oncotarget.2515

**Published:** 2014-09-25

**Authors:** Ezra Ella, Denise Heim, Evgeniy Stoyanov, Rona Harari-Steinfeld, Israel Steinfeld, Orit Pappo, Temima Schnitzer Perlman, Natalie Nachmansson, Ludmila Rivkin, Devorah Olam, Rinat Abramovitch, Henning Wege, Eithan Galun, Daniel Goldenberg

**Keywords:** HCC, liver regeneration, chronic hepatitis, genomic instability, Crem

## Abstract

Resection of hepatocellular carcinoma (HCC) tumors by partial hepatectomy (PHx) is associated with promoting hepatocarcinogenesis. We have previously reported that PHx promotes hepatocarcinogenesis in the Mdr2-knockout (Mdr2-KO) mouse, a model for inflammation-mediated HCC. Now, to explore the molecular mechanisms underlying the tumor-promoting effect of PHx, we compared genomic and transcriptomic profiles of HCC tumors developing in the Mdr2-KO mice either spontaneously or following PHx. PHx accelerated HCC development in these mice by four months. PHx-induced tumors had major chromosomal aberrations: all were amplifications affecting multiple chromosomes. Most of these amplifications were located near the acrocentric centromeres of murine chromosomes. Four different chromosomal regions were amplified each in at least three tumors. The human orthologs of these common amplified regions are known to be amplified in HCC. All tumors of untreated mice had chromosomal aberrations, including both deletions and amplifications. Amplifications in spontaneous tumors affected fewer chromosomes and were not located preferentially at the chromosomal edges. Comparison of gene expression profiles revealed a significantly enriched expression of oncogenes, chromosomal instability markers and E2F1 targets in the post-PHx compared to spontaneous tumors. Both tumor groups shared the same frequent amplification at chromosome 18. Here, we revealed that one of the regulatory genes encoded by this amplified region, Crem, was over-expressed in the nuclei of murine and human HCC cells *in vivo*, and that it stimulated proliferation of human HCC cells *in vitro*. Our results demonstrate that PHx of a chronically inflamed liver directed tumor development to a discrete pathway characterized by amplification of specific chromosomal regions and expression of specific tumor-promoting genes. Crem is a new candidate HCC oncogene frequently amplified in this model and frequently over-expressed in human HCC.

## INTRODUCTION

Tumor resection and ablation are currently the main treatment options for an early-stage hepatocellular carcinoma (HCC), while tumor recurrence is the main complication following these treatments [1]. Chronic inflammation precedes the majority of HCC cases and significantly contributes to genetic instability [2]. To explore the molecular mechanisms of hepatocarcinogenesis following resection of a chronically inflamed liver in a small animal model, we performed partial hepatectomy (PHx) in the Mdr2-KO mice, a well-characterized model of inflammation-mediated HCC development [3, 4]. Previously, we demonstrated accelerated hepatocarcinogenesis following 35% PHx of either 3-month-old or 9-month-old Mdr2-KO males [5]. We found genomic instability in PHx-induced tumors of the hepatectomized mutants and activation of DNA damage response genes in the non-tumor liver of these mice, probably caused by the regenerative proliferative stress [5]. Now, we used 70% PHx of both male and female Mdr2-KO mice at the age of either 3 or 6 months in order to explore the effects of gender and operation time on accelerated HCC development in this model. In order to explore the specific molecular pathways responsible for the accelerated tumor development, we compared genomic landscapes and gene expression profiles of the PHx-induced and spontaneous HCC tumors developed in this model. We demonstrate that 70% PHx of the chronically inflamed liver induces a specific pattern of chromosomal amplifications in the early HCC tumors and specific patterns of gene expression both in tumors and in the non-tumor liver which are different from those in the non-hepatectomized Mdr2-KO mice. Furthermore, we demonstrate that the gene Crem, which is frequently amplified and over-expressed in the Mdr2-KO HCC, is also frequently over-expressed, although rarely amplified, in human HCC, and stimulates proliferation of human HCC cells.

## RESULTS

### Strain, but not gender, determines the tumor-promoting effect of PHx on HCC development in the Mdr2-KO mice

In order to delineate the roles of gender and time of PHx in the development of HCC in the chronically inflamed liver, we performed 70% PHx in male and female Mdr2-KO/FVB mice at either three or six months of age; sham operations served as controls (Supplemental Figure 1). PHx significantly increased liver tumor incidence in females operated at the age of three months, and in males operated at the age of six months (Figure 1A,E). For both genders together, the tumor-promoting effect of PHx was statistically significant only when the operation was performed at the age of three months (Figure 1C; Fisher test p=0.002), while, it was only marginally significant when the operation was performed at the age of six months (Figure 1F; Fisher test p=0.067). Tumor load and size were profoundly increased in post-PHx mice: the average tumor load per mouse for both genders together was significantly higher in the post-PHx compared to the sham group at both operation ages, and a proportion of mice having tumors with a diameter larger than 3 mm was two-fold higher in the post-PHx group (Supplemental Table 1A). For both genders, tumors with a diameter larger than 7 mm (for males - larger than 5 mm) were observed only in the PHx-treated mice (Supplemental Table 1B). Remarkably, frequency, size, morphology and developmental stage of the post-PHx liver tumors in Mdr2-KO/FVB mice at the age of nine months, were similar to those of spontaneous tumors observed in the untreated mutants at the age of 13 months (females) or 14 months (males).

**Figure 1:**
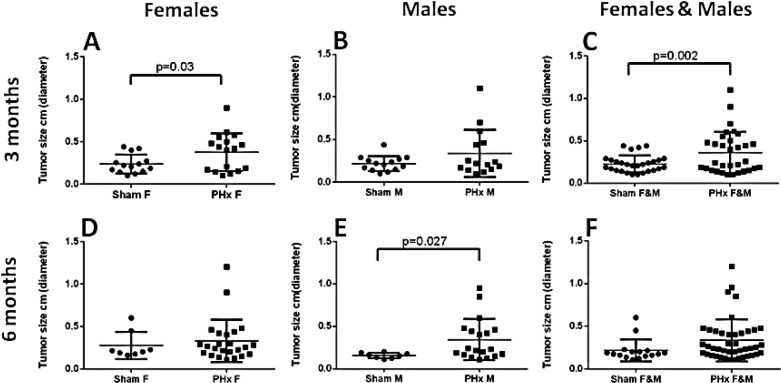
Accelerated HCC development in the Mdr2-KO/FVB mice following 70% PHx Either PHx or sham surgery was performed at the age of either three (A-C) or six (D-F) months; all mice were sacrificed at the age of nine months. Tumor incidence in female (A) or male (B) mice, or females and males together (C) operated at the age of three months (females: PHx n=17, sham n=16; males: PHx n=18, sham n=22). Tumor incidence in female (D) or male (E) mice, or females and males together (F) operated at the age of six months (females: PHx n=25, sham n=10; males: PHx n=20, sham n=11).

To determine the effect of genetic background on the development of HCC in the chronically inflamed liver following PHx, we performed 70% PHx in male Mdr2-KO/B6 mice at six months of age and sacrificed these animals for tumor score at 14 months of age. Surprisingly, there was no significant difference in liver tumor development between the PHx-treated and control groups (Supplemental Figure 2). Both PHx-operated and sham-operated Mdr2-KO/B6 mice at 14 months of age produced a similarly low number of tumors and nodules, compared to the PHx-operated Mdr2-KO/FVB mice at the age of nine months (Figure 1E). Thus, 70% PHx significantly increased liver tumor incidence, load and size in Mdr2-KO mice operated at early ages; however, this tumor-promoting effect was specific for the FVB, but not for the B6 genetic background.

### Comparison of cell proliferation and DNA damage markers in non-tumor and tumor liver tissues between post-PHx and untreated Mdr2-KO/FVB mice

To explore the mechanisms of the accelerated HCC development by PHx, we compared liver tumors and their matched non-tumor liver tissues between 9-month-old hepatectomized and 13-14-month-old untreated Mdr2-KO mice. From each experimental group, we selected six well differentiated HCC tumors similar in size range and morphology between groups. All tumors were well protruding from the liver and contained at least 90% of tumor cells on histological sections. We compared cell proliferation and DNA damage markers in tumors and their adjacent non-tumor (surrounding) as well as distant non-tumor (non-tumor) liver tissues between both experimental groups. BrdU inclusion in hepatocytes for all three tissue types was significantly higher in the post-PHx compared to the untreated (spontaneous) group (Figure 2A, Supplemental Figure 3A-D). However, there was no difference in the level of phosphorylated histone 3, a marker of the mitotic M phase, between groups (Figure 2B, Supplemental Figure 3E-H), while there were decreased numbers of mitotic figures in the post-PHx compared to the untreated group in all tissue types (Figure 2C, Supplemental Figure 3I-L). Immunostaining revealed no difference in nuclear p21 level between non-tumor liver tissues of experimental groups (not shown). TUNEL assay revealed similar and very low levels of positive cells in both post-PHx and untreated non-tumor liver (not shown), while the level of the phosphorylated histone 2AX, a marker of either DNA damage, or stalked replication forks, was significantly higher in the post-PHx non-tumor liver (Figure 2D, Supplemental Figure 3M-P). These results are consistent with the increased DNA repair process in the non-tumor and tumor liver tissues, and stalked replication forks in the non-tumor liver tissue of hepatectomized compared to the untreated Mdr2-KO/FVB mice.

**Figure 2:**
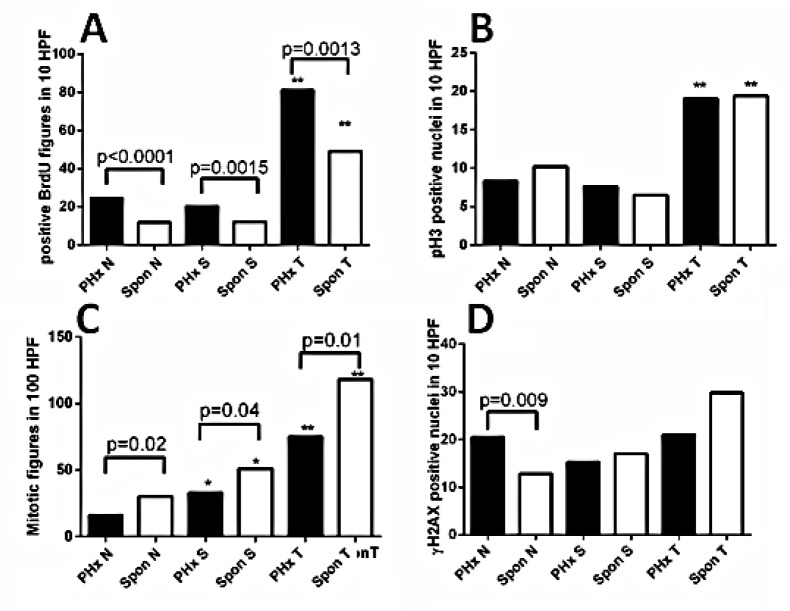
Quantification of proliferation and DNA damage markers in the liver of hepatectomized and untreated Mdr2-KO/FVB mice Comparative quantification of the appropriate markers in the distant non-tumor (N), surrounding non-tumor (S) and tumor (T) liver tissues from 9-month-old post-PHx (PHx) and 13-14-month-old untreated (Spon) Mdr2-KO mice. The representative IHC pictures are shown in Supplemental Figure 3. Frequency of hepatocytes positive for: (A) BrdU; (B) phospho-histone-3; (C) mitotic figures; (D) γH2AX. *, statistical significance between the surrounding and non-tumorous tissues of the same group (*t*test p≤0.002); **, statistical significance between tumors and non-tumor/surrounding tissues (*t*test p≤0.001). Six mice per each group. HPF: high power field.

### Specific genomic amplifications in PHx-induced liver tumors

To understand the molecular mechanisms of the accelerated tumor development in post-PHx mice, we compared, using aCGH, genomic aberrations in six tumors from each of the experimental groups described above (Supplemental Figure 4; aCGH maps of four among six post-PHx tumors were published by us previously [5]). 

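Array-based comparative genomic hybridization (aCGH) compares the amount of DNA of a tumor with that of a reference tissue at many positions of the genome. DNA of each of the 12 tumors was labelled with Cy5 (red) and hybridized together with Cy3-labelled (green) DNA of the matched distant non-tumor liver of the same mouse, so that each array gave 1 tumor, 1 replicate and no dye swap. The groups were 6 post-PHx tumors of 9-month-old mice (4 males and 2 females) and 6 spontaneous tumors of untreated mice (2 males aged 14 months and 4 females aged 13 months). The arrays stood on 3 slides of 4 arrays. Slide 1 held PHx1M, PHx2F, PHx3M and PHx4M, slide 2 held PHx5M, PHx6F, Spon5F and Spon6F, and slide 3 held Spon1M, Spon2M, Spon3F and Spon4F, so only slide 2 held both groups. Each slide was scanned once. The authors' scanner software, Feature Extraction, had subtracted a fitted background surface from the signal of each channel, corrected a trend across the array, scaled each channel by a factor for its dye, and written the log10 ratio of the red over the green signal for each of 43020 spots of 42404 probes, control spots aside. At least 99.7% of these ratios on each array equalled the log10 of the deposited processed signals within 0.001.
From there, the ratios were put on the log2 scale, control spots and spots that the scanner software had marked as outliers (108 to 1218 per array) were left out, spots of the same probe were averaged, and each array was centred on the median of its autosomal probes. This left 41081 to 42160 probes per array. The median signal was 7.07 to 16.9 times the background in the green channel of the post-PHx arrays (median 10.9) and 13.9 to 25.9 times in that of the spontaneous arrays (median 20.9); in the red channel it was 3.80 to 8.27 times (median 6.48) and 5.31 to 11.9 times (median 10.4). The spread of log2 ratios between neighbouring probes was 0.155 to 0.187 (median 0.161) on the post-PHx arrays and 0.147 to 0.265 (median 0.181) on the spontaneous ones. Amplified and deleted regions were called with an error-weighted interval score in the manner of ADM-2, the aberration detection method of the paper, at a score threshold of 6, with the paper's filter of at least 2 probes and an absolute mean log2 ratio of at least 0.4. Chromosome Y was left out. Positions are those of the files, on the mouse genome build NCBI36 (mm8). When regions of known size were added to the real noise of the 12 arrays, 98.3% of 120 regions of 20 probes at a log2 ratio of 0.5 were called, and 3.33% of those at 0.3, so shifts under the filter were mostly not detectable. With no region added, 470 regions were called over the 12 arrays, 227 of them on the array of Spon1M and 226 on that of Spon3F, and 22 of the 470 had 5 probes or more.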

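In the post-PHx tumors, 50 amplified and 2 deleted regions were called. PHx1M had 7 amplified regions on 6 chromosomes (40.5 Mb in all), PHx2F 12 on 8 chromosomes (61.9 Mb), PHx3M 11 on 9 chromosomes (89.5 Mb), PHx4M 13 on 7 chromosomes (96.1 Mb) and PHx6F 5 on 4 chromosomes (26.0 Mb). PHx5M had 2 amplified regions of under 5 probes each, 0.296 Mb in all. Amplifications were thus called in 6 of 6 tumors, and in 5 of 6 when a region had to hold at least 5 probes or to be at least 1 Mb long. The region with the most evidence in PHx3M lay on chromosome 7 from 17227678 to 30217676 (369 probes, mean log2 ratio 1.04), that in PHx4M on chromosome 2 from 142819528 to 181797594 (886 probes, 0.62) and that in PHx6F on chromosome 17 from 40416263 to 51350221 (254 probes, 0.83). The 2 deleted regions were 1 of 0.118 Mb and under 5 probes in PHx2F and 1 of 6 probes in PHx5M, on chromosome X from 151314259 to 152587954 (mean log2 ratio -0.51), where 10 of the 11 other arrays also lay below 0. The number of post-PHx tumors with a deletion depended most on the weights of the probes, and was 6 of 6 with equal weights in place of weights from the error of each probe. With equal weights, though, every deleted region outside PHx5M had under 5 probes. In PHx5M 3 of 4 did, and the longest was 1.27 Mb. No deletion was called in these tumors at score thresholds of 8 and 10, nor after normexp correction of the background.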

Among PHx-induced tumors, 5 of 6 had major chromosomal aberrations, and all of them were amplifications affecting multiple chromosomes (Figure 3A). 

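Murine chromosomes are acrocentric, so their centromere lies at the start of the coordinates. A region was counted as near the centromere when its midpoint lay within the first 20 Mb. In the post-PHx tumors, 30 of the 50 amplified regions (60%) did so. When each region was placed at random on its own chromosome with its number of probes, 8.03% were near the centromere (permutation test with 100000 draws, two-sided p = 2e-05, the smallest p these draws can give). Regions of the same tumor are not independent, so this p describes these 6 tumors. The share per tumor was 85.7% in PHx1M, 58.3% in PHx2F, 81.8% in PHx3M, 38.5% in PHx4M, 60% in PHx6F and 0% in PHx5M, whose 2 regions were short. It fell furthest, to 27.8% of the regions, with equal probe weights, and the p was 2e-05 there too.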

Most amplifications were located near the acrocentric centromeres of murine chromosomes. 

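Runs of probes that lay in an amplified region in at least 3 of the 6 post-PHx tumors formed 4 common regions, 24.6 Mb in all. A tumor was counted for a region when its own amplified region overlapped it, which in PHx6F on chromosome 5 was 64.3% of the length and in PHx4M on chromosome 8 was 36.3%. The region of chromosome 5 ran from 3285647 to 7184333 (3.90 Mb, 52 probes), with tumor to non-tumor ratios of 1.45-fold in PHx1M, 1.90-fold in PHx2F, 3.27-fold in PHx3M and 1.57-fold in PHx6F, the 4 tumors called for it, and of 1.01-fold in PHx4M and 0.999-fold in PHx5M. The region of chromosome 8 ran from 3151837 to 8495028 (5.34 Mb, 81 probes) and had ratios of 1.39-fold in PHx1M, 1.33-fold in PHx2F, 2.11-fold in PHx3M and 1.56-fold in PHx4M, against 1.03-fold in PHx5M and 1.06-fold in PHx6F. The region of chromosome 14 ran from 15029769 to 17925243 (2.90 Mb, 33 probes) and was called in PHx1M (1.44-fold), PHx2F (1.64-fold) and PHx4M (1.53-fold), while PHx3M (1.28-fold) and PHx6F (1.19-fold) stayed under the filter and PHx5M lay at 0.984-fold. The region of chromosome 18 ran from 3254025 to 15756739 (12.5 Mb, 177 probes) and had ratios of 1.37-fold in PHx1M, 3.19-fold in PHx2F, 1.74-fold in PHx3M and 1.92-fold in PHx6F, against 1.08-fold in PHx4M and 1.11-fold in PHx5M. The highest piece within a common region was 12.3-fold, over the first 1.08 Mb of the chromosome 18 region in PHx2F. The number of common regions moved most with the correction of the background and with the filter on the mean log2 ratio: it was 7 after normexp correction, with the same 4 stretches in pieces (3 on chromosome 18 and 2 on chromosome 5, 1 of the latter a single probe), 7 at a filter of 0.25, which added 1 region on chromosome 2 and 2 on chromosome 7, and 2 at a filter of 0.6, on chromosomes 5 and 18. Equal probe weights gave 6, the same 4 and 2 single probes on chromosomes 2 and 17, and at least 4 tumors gave 3.

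**Figure D1:**
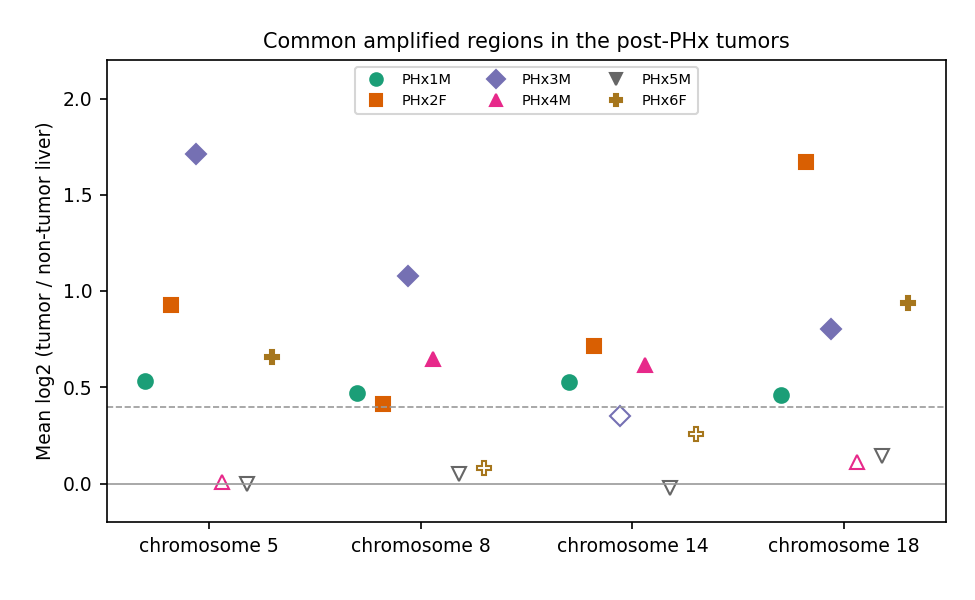
Mean log2 ratio of tumor over matched non-tumor liver in each of the 4 common regions (horizontal axis), with 1 point per post-PHx tumor. Filled points are tumors called amplified there, open points are tumors that were not, and the dashed line marks the filter of 0.4. PHx3M is highest on chromosomes 5 and 8 and PHx2F on chromosomes 14 and 18, and PHx5M lies near 0 in all 4 regions.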

Four different chromosomal regions (size 2 to 13 Mb) were amplified (1.3 to 12.3 fold) each in at least three tumors (Figure 3C). 

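The number of common regions called in a tumor was 4 in PHx1M and PHx2F, 3 in PHx3M, 2 in PHx4M and PHx6F, and 0 in PHx5M. The tumor diameters were not used here, because the values of Fig. 3D carry no tumor names.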

The frequency of amplifications of common amplified regions correlated with tumor size (R^2^= 0.8527; Figure 3D). 

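The spontaneous tumors had 69 amplified and 432 deleted regions, and 389 of the 432 had fewer than 5 probes. Amplifications were called in 4 of 6 spontaneous tumors, against 6 of 6 post-PHx tumors (Fisher's exact test, two-sided p = 0.455), and deletions in 3 of 6, against 2 of 6 (Fisher's exact test, two-sided p = 1). Spon1M had 44 amplified regions (190 Mb) and 179 deleted ones, Spon2M 21 amplified regions, Spon3F 1 amplified and 250 deleted regions, Spon5F 3 deleted regions and Spon6F 3 amplified ones. In Spon4F no region passed the filter. Of the deleted regions, 170 in Spon1M and 219 in Spon3F had under 5 probes, and 114 probes lay in such short deletions of both tumors. When the noise of each of these 2 arrays was permuted over its probes, about as many regions were called (227 in Spon1M and 226 in Spon3F). The p of the deletions moved most under normexp correction of the background, where the counts were 0 of 6 post-PHx and 4 of 6 spontaneous tumors (Fisher's exact test, two-sided p = 0.0606).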

All six spontaneous tumors developed by untreated Mdr2-KO mice had chromosomal aberrations, including both deletions (4/6 tumors) and amplifications (5/6 tumors). 

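Amplified regions were called on 6.00 ± 2.61 chromosomes per post-PHx tumor (SD, n = 6) and on 4.83 ± 6.65 chromosomes per spontaneous tumor (SD, n = 6). The difference of 1.17 chromosomes was smaller than the spread within either group (exact permutation test, two-sided p = 0.751). Spon2M had amplified regions on 16 chromosomes and Spon1M on 10, and the other 4 spontaneous tumors on 0 to 2. Of the 21 amplified regions of Spon2M, 20 had under 5 probes; without this tumor the difference was 3.4 chromosomes (exact permutation test, p = 0.147). Among the 4 tumors of the slide that held both groups, the means were 3 and 1 chromosomes (exact permutation test, p = 0.667; the smallest p that 2 tumors against 2 allow is 0.333). With a filter of 0.6 on the mean log2 ratio, the post-PHx mean was the lower one, with a difference of -0.833 chromosomes (exact permutation test, p = 0.818). The largest difference, 5.17 chromosomes, came with equal probe weights (exact permutation test, p = 0.18). For their position, 13 of the 69 amplified regions (18.8%) had a midpoint near the centromere, against 11.4% with random placement (permutation test with 100000 draws, two-sided p = 0.0863). By tumor, the shares were 18.2% of 44 regions in Spon1M, 9.52% of 21 in Spon2M, 100% of 1 in Spon3F and 66.7% of 3 in Spon6F. Between the groups, the share per tumor among tumors with an amplification was 5.46 percentage points higher in the post-PHx tumors (exact permutation test, two-sided p = 0.81). It gives each tumor the same weight, so PHx5M with 0% of 2 short regions and Spon3F with 100% of 1 region count fully. This difference changed sign when near was taken as the first 10 Mb (-8.67 points, exact permutation test, p = 0.69) and at a score threshold of 5 (-0.232 points, exact permutation test, p = 0.99). It kept its direction under 12 of 14 alternatives, with up to 34.5 points. Over all 14 the p of the exact permutation test ran from 0.159 to 0.990.

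**Figure D2:**
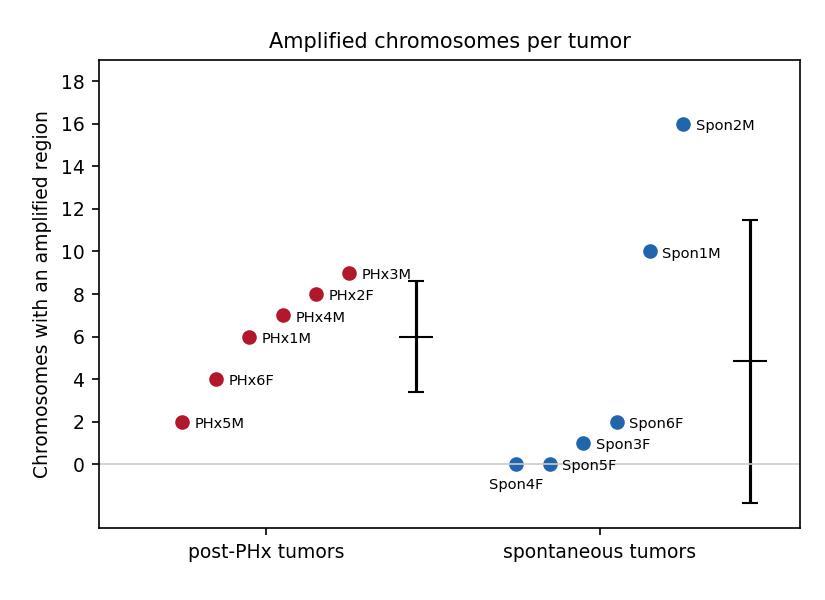
Number of chromosomes with at least 1 amplified region, with 1 point per tumor, in the post-PHx group (left) and the spontaneous group (right). The bars beside the points give the mean and SD of each group. The post-PHx tumors run from 2 to 9 chromosomes and the spontaneous tumors from 0 to 16, so the 2 ranges overlap.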

Amplifications in spontaneous tumors affected significantly less chromosomes and were not located preferentially at chromosomal edges. 

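No stretch of the genome was amplified in at least 3 spontaneous tumors, whereas at a filter of 0.25 on the mean log2 ratio 11 were, 10 of them pieces of chromosome 12 in Spon1M, Spon2M and Spon4F and 1 on chromosome 18 in Spon3F, Spon4F and Spon6F. On chromosome 18, the common region of the post-PHx tumors overlapped an amplified region in 2 spontaneous tumors, Spon3F (22.7% of its length) and Spon6F (58.7%), so the counts were 4 of 6 post-PHx and 2 of 6 spontaneous tumors (Fisher's exact test, two-sided p = 0.567). Another spontaneous tumor was counted at a filter of 0.25 (Spon4F, with 5 post-PHx tumors), after normexp correction (Spon4F, with 3 post-PHx tumors), and at a score threshold of 5 and with equal probe weights (Spon2M). At the other 3 common regions, Spon1M had an amplified region that covered 0.264% of the chromosome 14 region and Spon5F had a deletion that covered all of it.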

PHx-induced and spontaneous tumors shared the same frequent amplification only at chromosome 18 (at least 3 samples in each group; Figure 3A,B; Supplemental Table 2). Bioinformatic comparison of the genomic data of post-PHx tumors from Mdr2-KO mice with 76 tumors from three different HCC mouse models (Supplemental Figure 5), and with 155 human HCCs (compared by synteny; Supplemental Figure 6) revealed only rare overlaps of genome amplification patterns between the PHx-induced tumors and other murine or human HCCs. Nevertheless, analysis of the published literature demonstrated that many human chromosomal regions syntenic to the four murine frequently amplified regions were amplified in some human HCC tumors (Supplemental Table 3).

**Figure 3:**
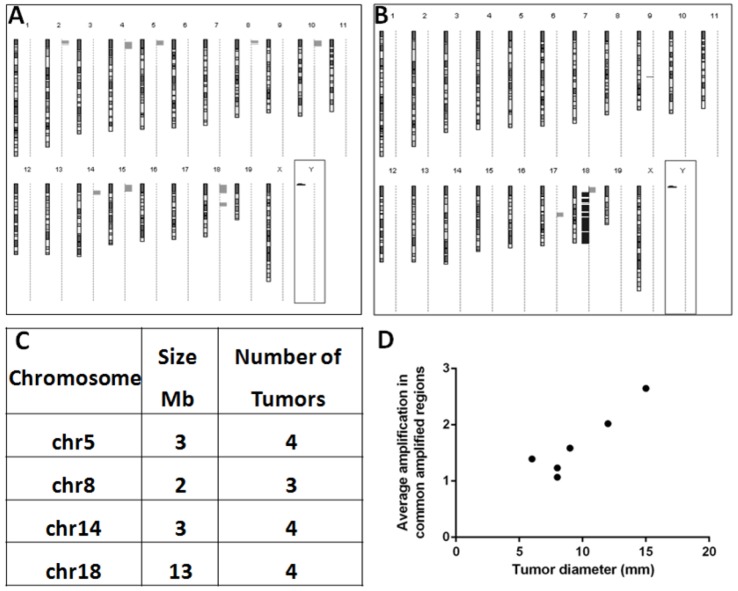
Specific pattern of genomic amplifications observed in the post-PHx tumors of Mdr2-KO/FVB mice (A, B) Typical profiles of chromosomal aberrations in either a post-PHx tumor (A), containing only amplifications (gray bars on the right of each chromosome), or a spontaneous tumor (B), containing both amplifications and deletions (black bars on the right of each chromosome); centromeres - at the top of each chromosome. (C) Four genomic regions that were frequently amplified in the post-PHx tumors. (D) In post-PHx tumors, the average amplification level positively correlated with tumor size. Axis “Y” - average amplification level (fold-change) of common amplified regions per tumor; axis “X” - tumor diameter, mm. Pearson correlation r=0.9234, p=0.0086.

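With amplification in at least 4 tumors required, 3 of the 4 regions were left, on chromosome 5 from 3285647 to 5793960 (2.51 Mb, 51 probes), on chromosome 8 from 3449009 to 5093321 (1.64 Mb, 69 probes) and on chromosome 18 from 3267485 to 14797823 (11.5 Mb, 157 probes).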

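As recomputed, the average of the ratios of the 4 common regions was 1.41-fold in PHx1M, 2.01-fold in PHx2F, 2.10-fold in PHx3M, 1.30-fold in PHx4M, 1.03-fold in PHx5M and 1.44-fold in PHx6F. Without the region of chromosome 18 it was 1.62-fold in PHx2F and 2.22-fold in PHx3M. Each value rests on 1 array, and no correlation with the diameters was computed.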

### Specific patterns of gene expression in the PHx-induced tumors

Genome-scale gene expression analysis of the PHx-induced tumors and their distant non-tumor liver tissues using PCA (Supplemental Figure 7) and hierarchical clustering (Supplemental Figure 8) revealed that most non-tumor samples clustered together. Two female tumors produced a separate cluster, while four male tumors did not; age at PHx and the number and level of amplifications did not affect clustering. The distance between the matched tumor and non-tumor samples in both of these analyses directly correlated with the total number of aberrantly expressed genes in the tumor (Supplemental Table 4).

Comparison of the genome-scale gene expression profiles of these six post-PHx tumors with those of spontaneous tumors of the 16-month-old Mdr2-KO mice which were analyzed previously [4] revealed surprisingly few common down-regulated (Figure 4A) and up-regulated (Figure 4B) genes in both tested datasets. We compared both datasets also for enrichment in four cancer-associated gene expression signatures: up-regulation of HCC-specific oncogenes, or chromosomal instability (CIN) genes, or E2F1 targets, and down-regulation of HCC-specific tumor suppressors (Table 1) [6, 7]. At least 50% of post-PHx tumors were significantly enriched in Oncogenic, CIN, and E2F1 gene expression signatures, while in spontaneous tumors only solitary tumors were significantly enriched in either Oncogenic or E2F1 signature. For both groups, only solitary tumors were significantly enriched in the tumor suppressor signature.

**Figure 4:**
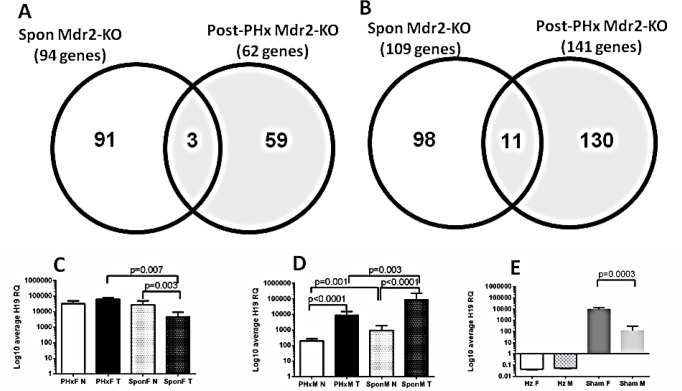
Gene expression profiling of the post-PHx and spontaneous tumors from Mdr2-KO mice (A, B) Venn diagram, comparing numbers of differentially expressed liver genes (tumor/non-tumor) in the 9-month-old post-PHx mice with those of untreated 16-month-old mice; six pairs of tumors and their matched non-tumor liver tissues from each group. (A) Genes down-regulated in at least four of six tumors below the threshold of −1.8-fold-change. (B) Genes up-regulated in at least three of six tumors above the threshold of 1.8-fold-change. (C-E) H19 expression (qRT-PCR) in the distant non-tumor (N) and tumor (T) liver tissues from 9-month-old post-PHx (PHx) and 13-14-month-old untreated (Spon) Mdr2-KO females (C) and males (D), or in 9-month-old controls (E): Hz, Mdr2-heterozygotes; F or M - sham-operated Mdr2-KO females or males. Four-to-five mice per group; statistics - using the F-test.

**Table 1:** Gene expression signatures in the PHx-induced and spontaneous HCC tumors of Mdr2-KO/FVB mice The PHx-induced tumors as compared to spontaneous tumors were enriched with the “Oncogene”, “CIN” and “E2F1”, but not with “Tumor suppressors”, signatures.

	Tumor ID	Tumor suppressors	Oncogenes	CIN signature genes	E2F1 signature genes
**Fold change threshold^a^:**		**≤ −1.5**	**≥ 1.5**	**≥ 1.8**	**≥ 1.8**
**Mdr2-KO mice following PHx 9-month-old**	PHx2F	0.59	**0.0216**	**1.06E-07**	**2.89E-09**
	PHx4M	1	**0.0498**	**4.53E-12**	**8.13E-08**
	PHx3M	0.77	0.11	1	0.09
	PHx1M	1	0.46	0.15	1
	PHx5M	0.63	0.32	**0.0058**	0.06
	PHx6F	**0.0384**	**0.0269**	**8.95E-09**	**8.07E-07**
**Mdr2-KO mice untreated 16-month-old**	49-T1	0.82	1	1	1
	84-T1	**0.0270**	1	0.09	**3.51E-02**
	93-T1	1	**5.61E-05**	0.17	0.65
	93-T2	0.11	1	1	0.19
	96-T1	0.19	1	1	0.73
	96-T2	0.82	0.58	1	0.54

a Fold change thresholds in tumors vs. matched non-tumorous tissue.

Gene lists for analysis of expression signatures of oncogenes, tumor suppressors and E2F1 targets have been described by us previously [7]; the 25-gene CIN signature – as described in [6].

Statistical significance (p value) of each gene signature was determined by Fisher test using R-software. Bold numbers indicate p-value < 0.05.

Genome-scale gene expression profiling of the six PHx-induced tumors has been performed in the current study, and profiling of the six spontaneous tumors from untreated Mdr2-KO mice – in our previous study [4].

The microarray data demonstrated a very high expression of the H19 transcript in the non-tumor liver of hepatectomized females. The H19 transcript is known to be frequently highly expressed in HCC [8]. We confirmed this result and explored the effect of gender and PHx on H19 expression using qRT-PCR of tumor and non-tumor RNA samples from untreated (13-14-month-old) and post-PHx (9-month-old) livers from Mdr2-KO males and females. There was a prominent gender disparity in the H19 expression in tumor *versus* non-tumor liver: in females, it was similar in the post-PHx tumors, while it significantly decreased in spontaneous tumors (Figure 4C), whereas in males, it was significantly increased in both spontaneous and post-PHx groups (Figure 4D). Altogether, gene expression data indicate that hepatocarcinogenesis differed significantly between the post-PHx and spontaneous tumors of Mdr2-KO/FVB mice.

### Correlation between gene amplification and expression in the PHx-induced tumors

There was a significant correlation between genomic amplification and elevation of gene expression in all amplified regions of the PHx-induced tumors (Supplemental Table 5). Furthermore, while the observed average ratio between the up-regulated and down-regulated genes in all PHx-induced tumors was about 50%, in the common amplified regions, 95% of differentially expressed genes were up-regulated. 

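Copy-number ratios for 20 of the 22 genes were read from the files, as the ratio of the segment that holds the gene in each post-PHx tumor, and set against the paper's semi-quantitative RT-PCR values (Exp. FC) of the same tumors. Probes outside any segment took the mean of such probes of their chromosome. Fzd1 and Greb1l were not analysed here. Across the 6 tumors, Pearson's r of the 2 log2 values was above 0 for Zeb1 (0.862), Mtpap (0.804), Cabyr (0.745), Cul2 (0.682), Crem (0.677), Ccny (0.655), Insr (0.550), Map2k7 (0.543), Rock1 (0.477), Bambi (0.344), Mib1 (0.315), Akap9 (0.229), Cdk14 (0.199) and Gtpbp10 (0.0430). It was below 0 for Elavl1 (-0.0546), Cep68 (-0.141), Ccl25 (-0.618), Map3k8 (-0.715), Cldn12 (-0.733) and Cdk6 (-0.797). Over the family of 20 genes, the smallest Benjamini-Hochberg adjusted p of the exact permutation tests was 0.389. Before adjustment, 1 gene was under 0.05 (Zeb1, exact permutation p = 0.0319).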

Correlation between the amplification and expression levels was confirmed by semi-qRT-PCR for 22 genes in common amplified regions (Supplemental Table 6). 

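Among the 120 pairs of 20 genes (Cep68 included) and 6 post-PHx tumors, 15 pairs had a copy-number ratio above 2.5-fold. Of these, 7 (46.7%) were over-expressed by at least 1.98-fold in the paper's RT-PCR values, against 16 of the other 105 pairs (15.2%; Fisher's exact test, two-sided p = 0.00901). All 15 pairs belonged to 2 tumors, PHx2F (10 pairs, 66.7%) and PHx3M (5 pairs), and the 7 over-expressed ones were all of PHx2F. Neighbouring genes of a tumor share a segment, so the pairs are not independent and this p describes them only. With over-expression set at 1.5-fold, the shares were 53.3% and 28.6% (Fisher's exact test, p = 0.0744).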

The best correlation with gene expression was found for genomic amplifications over 2.5-fold (Supplemental Figure 9), similar to what was described previously for breast cancer tumors [9].

### Pathway analysis of genes in the common amplified regions of the post-PHx tumors

The common amplified regions of the post-PHx tumors contained 122 genes; 32 among them were known in the literature as having a role in cancer. 

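The probes of the 4 common regions carried 152 gene names in the files, 24 on chromosome 5, 42 on chromosome 8, 14 on chromosome 14 and 72 on chromosome 18. These names include sequence accessions in place of gene symbols, and 105 of the 152 were found among the symbols and synonyms of the RefSeq gene table of GRCm38.p6, which was used for names only.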

Analysis of signaling pathways for these 122 genes by GO, revealed a significant prevalence of the Wnt signaling pathway (Supplemental Table 7). However, immunostaining for beta-catenin revealed only rare scattered positive hepatocyte nuclei and variable cytoplasmic staining in both post-PHx and spontaneous tumors (Supplemental Figure 10). The only post-PHx tumor sample which did not contain amplifications (PHx5M) had a typical gene expression signature of the activated Wnt signaling (Supplemental Table 8), but not beta-catenin-positive nuclear immunostaining (not shown).

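In PHx5M the mean log2 ratio over the 4 common regions was 0.04, within what 4 windows of the same numbers of probes gave at random places of its own genome (permutation test with 100000 draws, two-sided p = 0.142). The chromosome farthest from 0 in this tumor was chromosome 4, with a median log2 ratio of -0.23, which is smaller than the filter. All 32 bins of 5 Mb of this chromosome were below 0.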

### Gene signatures of the early HCC development/recurrence in tumor and non-tumor liver tissues of the post-PHx Mdr2-KO/FVB mice

To explore the relevance of this model (PHx of the chronically inflamed murine liver) to the process of HCC development/recurrence in patients, we analyzed the significance of the known appropriate gene expression signatures in the tumor and non-tumor samples of the post-PHx Mdr2-KO/FVB mice. Recently, it was shown that in tumors removed by curative surgery, up-regulation of the Racgap1 together with several other genes of its interactome is associated with the early HCC recurrence [10]. Here we show that five of the six post-PHx tumors had a similar co-upregulation pattern for most of Racgap1-associated genes (Figure 5A), while none of the spontaneous tumors from 16-month-old Mdr2-KO/FVB mice had this expression signature (Figure 5B). A prominent prognostic expression signature of 186 genes wherein the over-expression of its specific subsets was correlated with either poor or good prognosis, has been confirmed recently as having a prognostic significance for HCC development based on the expression profile of the early-stage cirrhotic liver samples [11]. We next compared the expression of the top 40 genes which were over-expressed in the “poor prognosis” signature between non-tumor liver tissues of the post-PHx males obtained in the current study, and the age-matched untreated Mdr2-KO/FVB and control liver samples that were studied by us previously [5]. Among the tested 40 genes, 31 were presented in both microarrays, and 22 of them were up-regulated in the post-PHx compared to the untreated Mdr2-KO livers (Figure 5C). Expression of the most of 16 housekeeping genes, which were used for normalization of expression levels in both comparative datasets, was similar between experimental groups (Figure 5D). Overall, the human “poor prognosis” HCC signatures were significantly more prominent in the post-PHx compared to the untreated Mdr2-KO/FVB liver indicating that PHx of these mice increases the expression of the HCC development/recurrency markers in both tumor and non-tumor liver tissues even several months following the operation.

**Figure 5:**
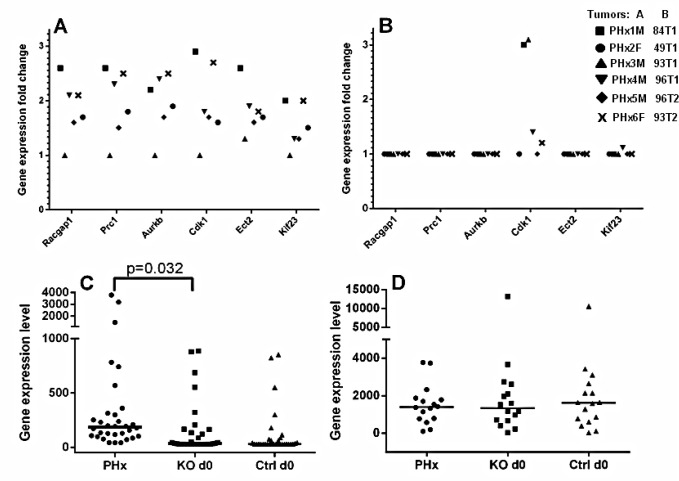
Post-PHx tumors and their matched non-tumor liver tissues of Mdr2-KO mice have prominent “poor prognosis in HCC” signatures (A-B) Comparison of the “tumor/non-tumor tissue” gene expression signatures of Racgap1-interacting genes (axis “Y” – fold-change ratio, microarray data) between the six tumors from 9-month-old post-PHx Mdr2-KO mice (A) and the six tumors from untreated 16-month-old Mdr2-KO mice (B). (C-D) Comparison of “non-tumor poor prognosis in HCC signatures” between non-tumor livers from the following groups of 9-month-old mice: four Mdr2-KO post-PHx (PHx), four untreated Mdr2-KO (KO d0), and three untreated Mdr2-heterozygous controls (Ctrl d0). Axis “Y” - absolute gene expression levels, microarray data. (C) Genes of the “non-tumor poor prognosis in HCC signature”. (D) A set of 16 housekeeping genes used for normalization of two datasets.

### Crem is a new candidate HCC oncogene which is frequently amplified and over-expressed following PHx

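At the start of chromosome 18, the pieces of the called regions differed between tumors. In PHx2F, 11 probes from 3254025 to 4331617, a stretch that holds Crem, Cul2, Bambi, Lyzl1 and part of Map3k8, were at 12.3-fold, followed by 126 probes at 3.15-fold up to 13194332 and 30 probes at 2.76-fold up to 15756739. No single probe of the 11 was below a log2 ratio of 3.22. In PHx1M the region ran from 3267485 to 20114564 (184 probes, mean 1.37-fold) and in PHx3M the ratio was 1.74-fold over 177 probes up to 16960911. In PHx6F it ran up to 14797823 (155 probes, mean 2.04-fold). In Spon3F the amplified region ended earlier, at 6086688 (2.83 Mb, 39 probes, mean 4.81-fold, and 8.45-fold in its highest piece, from 5119030), and in Spon6F amplified regions ran from 3254025 to 6992960 (54 probes, log2 ratio 0.69) and from 7217151 to 10818056 (46 probes, 0.69). The region with the most evidence in Spon1M lay elsewhere on this chromosome, from 38089529 to 57499948 (238 probes, mean 1.67-fold). Spon4F had a median log2 ratio of 0.32 over all of chromosome 18, under the filter.

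**Figure D3:**
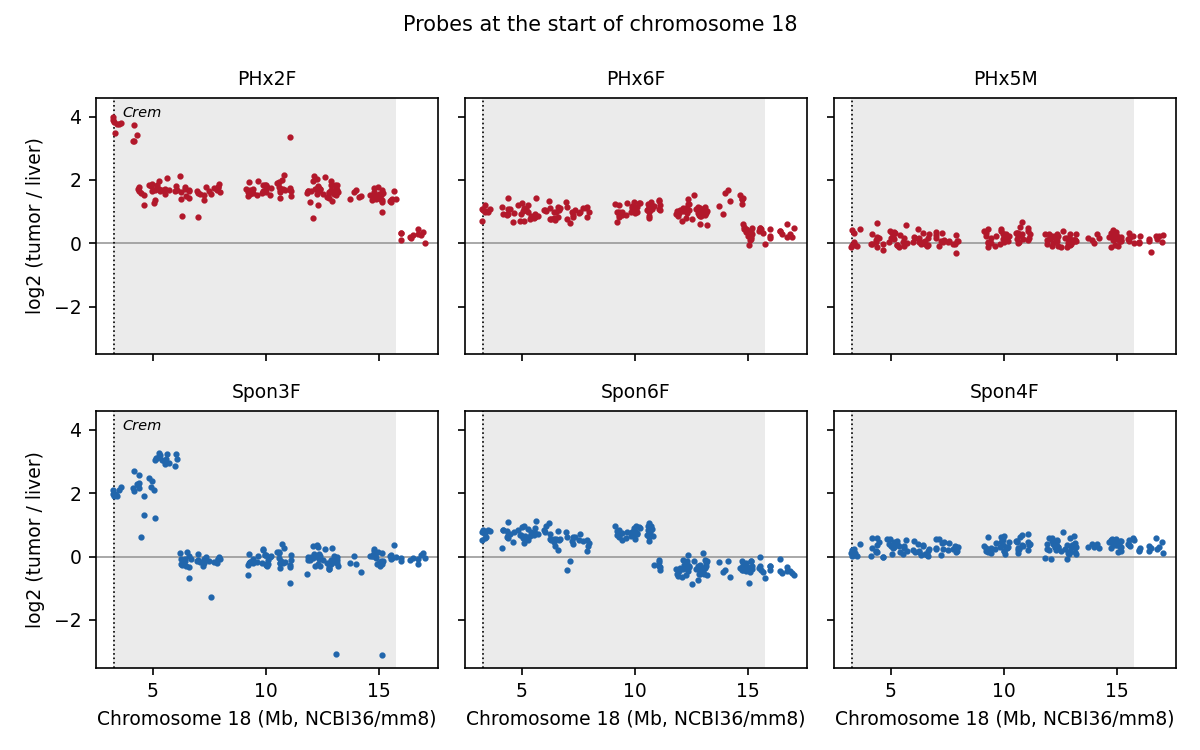
Log2 ratio of tumor over matched non-tumor liver (vertical axis) of each probe at the start of chromosome 18 (horizontal axis, position in Mb), for 3 post-PHx tumors (upper row) and 3 spontaneous tumors (lower row). The shaded span is the common region of the post-PHx tumors and the dotted line marks Crem. PHx2F is highest over the first 1.08 Mb, at a mean of 3.62, and Spon3F from 5119030 to 6086688, at 3.08. The amplified regions of PHx6F and Spon6F lie near 1.03 and 0.69, and PHx5M and Spon4F show no such step.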

The most common amplified region among both post-PHx and spontaneous tumors was the one on chromosome 18, containing 22 unique genes: it was amplified in 4/6 post PHx tumors and in 3/6 spontaneous tumors (Figure 3C, Supplemental Table 2). We focused on the gene Crem encoded by this region due to its involvement in cancer [12, 13], including HCC metastasis [14], LR following PHx [15], and circadian regulation [16]. Using semi-qRT-PCR of the matched tumor and non-tumor samples, we confirmed that Crem was over-expressed (FC>=1.8) in all tumor samples where it was amplified (FC >= 1.4) (Supplemental Table 6, Supplemental Figure 11). 

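Crem has 2 probes on the array, from 3267485 to 3287733 of chromosome 18. The copy-number ratio of its segment was 1.36-fold in PHx1M, 12.3-fold in PHx2F, 1.74-fold in PHx3M, 0.954-fold in PHx4M, 1.01-fold in PHx5M and 2.01-fold in PHx6F. In PHx4M its probe lay in no segment, so 0.954-fold is the mean of the probes of chromosome 18 outside segments. In PHx5M only the later of its 2 probes lay in a segment, and the other took such a mean. From its own probes alone, it was 1.30-fold, 15.0-fold, 1.85-fold, 1.09-fold (1 probe), 1.14-fold and 1.84-fold in the same tumors.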

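Over the 6 post-PHx tumors, the log2 copy-number ratio of Crem and the log2 of the paper's Exp. FC had a Pearson's r of 0.677 (exact permutation test, two-sided p = 0.183). Without the 2 tumors farthest from the median copy-number ratio, PHx2F and PHx4M, r was 0.940. The other genes of chromosome 18 with r above 0 went both ways when each gene's own 2 farthest tumors were left out. Then r rose for Cabyr (to 0.955) and Mib1 (to 0.342). It fell for Zeb1 (to -0.256), Mtpap (to 0.494), Cul2 (to 0.309), Ccny (to 0.580), Rock1 (to 0.00907) and Bambi (to -0.0773). No expression values of the spontaneous tumors were used here, so the groups were not compared.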

The correlation between Crem genomic amplification and transcript expression was significantly higher in post-PHx compared to spontaneous tumors (Supp Figure 11A,B).

Crem has multiple splicing isoforms (Supplemental Table 9). Using immunoblotting, we revealed that more Crem protein isoforms and at higher levels were expressed in tumors than in matched non-tumor liver tissues, reaching the highest levels in tumors having genomic Crem amplifications (FC>1.5; Figure 6A). Immunostaining of paraffin-embedded murine liver tissues revealed strong Crem staining in hepatocyte nuclei of tumors containing Crem amplifications compared to the surrounding non-tumor tissues (Figure 7A). We have tested CREM protein expression in 13 human HCC samples of various etiologies, and have found CREM-positive nuclei in 11 HCCs (85%), but not in the non-tumor cirrhotic liver (Table 2, Figure 7B).

**Figure 6:**
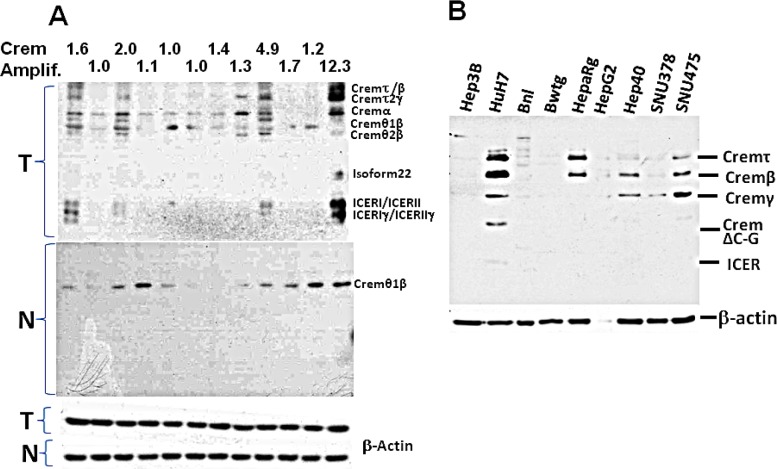
Expression of the Crem protein isoforms in murine liver at tumor stage and in human and murine HCC cells Immunoblotting of the Crem protein in murine HCC tumors (A) and in human and murine HCC cell lines (B); Crem isoforms are designated on the right. In (A): upper panel (T) – 12 murine tumors (6 post-PHx and 6 spontaneous) with the *Crem* amplification numbers above (tumor/non-tumor, based on aCGH); middle panel (N) – their matched non-tumor liver samples; bottom panel – beta-actin.

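In the spontaneous tumors, the copy-number ratio of Crem was 1.14-fold in Spon1M, 0.998-fold in Spon2M, 4.30-fold in Spon3F, 1.08-fold in Spon4F, 0.927-fold in Spon5F and 1.61-fold in Spon6F. This ratio is that of its segment, or, outside any segment, the mean of such probes of the chromosome. Over the 5 alternatives that bear on it, the ratio ran from 3.85-fold to 5.68-fold in Spon3F, from 1.59-fold to 1.78-fold in Spon6F and from 0.781-fold to 0.941-fold in Spon5F. The lanes of the blot carry no tumor names, so these values are not set against single lanes.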

**Figure 7:**
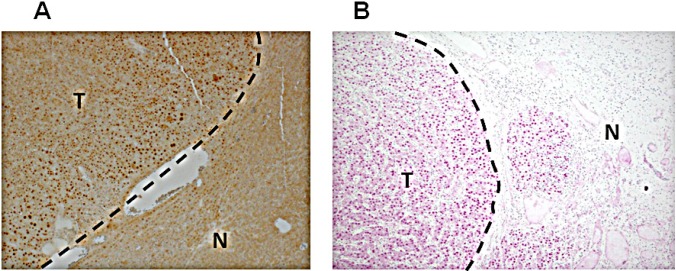
Increased Crem protein expression in the nuclei of HCC tumor cells Representative images of IHC staining of the Crem protein in murine (A) and human (B) HCC (T) and adjacent non-tumor liver (N). Magnification x100.

**Table 2:** Characteristics of the HCC patients and their tumors

Patient	CREM^1^	Age	Gender	Etiology	Cirrhosis^2^	Grading	T-Status
1	Negative	71	Male	Hepatitis C	Yes	2	1
2	Positive	56	Male	Crypotgenic	Yes	1	2
3	Negative	60	Male	Alcohol	Yes	2	2
4	Positive	75	Male	Cryptogenic	No	2	1
5	Positive	62	Male	Hepatitis C	Yes	2	3
6	Positive	60	Male	Hepatitis C, alcohol	Yes	2	3b
7	Positive	55	Female	Hepatitis C	Yes	2	3a
8	Positive	67	Male	NASH	No	3	3a
9	Positive	65	Male	Hepatitis C	Yes	1	1
10	Positive	58	Female	Cryptogenic	No	2	2
11	Positive	30	Female	Adenoma	No	2	3a
12	Positive	76	Male	Hemochormatosis	No	2	2
13	Positive	67	Male	Hepatitis B	No	2	1

1 Results of the IHC staining of tumor samples for CREM. Positive CREM-staining in the tumor was more intense at the borders.

2 In patients with cirrhosis (1, 2, 3, 5, 6, 7, 9) no CREM-staining was observed in the non-tumor liver tissue.

Several Crem isoforms were detected by immunoblotting in five out of nine tested human and mouse HCC cell lines (Figure 6B). Human lines Huh7 and Hep40 were selected for studying the role of CREM in cancer cell proliferation by knockdown experiments using CREM-specific siRNA. Immunoblotting revealed that the selected CREM-specific siRNAs efficiently decreased protein levels of the most CREM isoforms, especially ICER (Supp Figure 11D). The xCELLigence proliferation assay demonstrated a significant decrease of the cell proliferation rate following transient transfection of both Huh7 and Hep40 cell lines with CREM-specific siRNA, suggesting that CREM is important for the proliferation of these HCC cells (Figure 8). Importantly, no significant effect of this transfection on cell size was observed (Supp Figure 11E). These results demonstrate that gene Crem, frequently amplified in both post-PHx and spontaneous tumors of the Mdr2-KO mice, is expressed in hepatocyte nuclei in correlation with its genomic amplification in murine HCC tumors; human CREM is expressed in the tumor cell nuclei of the majority of evaluated HCCs, and is required for the efficient proliferation of human HCC cell lines *in vitro*.

**Figure 8:**
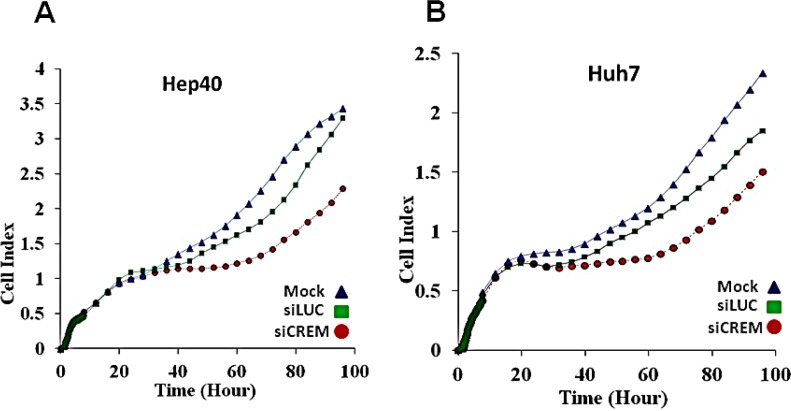
Inhibitory effect of the Crem protein knockdown on proliferation of HCC cells Reduced proliferation rate of two tested human HCC cell lines following CREM knockdown by siRNA: mock-treated (blue rectangles), or siLuc-treated (green squares), or siCREM-treated (red circles) Hep40 (A) and Huh7 (B) cells (*t*test p=0.01 for both cell lines when compared siCREM to siLuc).

## DISCUSSION

### Strain specificity of the PHx-induced tumors in the Mdr2-KO liver suggests a direct correlation between the degree of chronic liver inflammation and a number of tumor cell precursors at a young age

We have revealed strain-specificity of the effect of PHx on tumor acceleration in Mdr2-KO males operated at the age of six months: in the FVB/N strain, the tumor-promoting effect of PHx could be already detected at the age of nine months, whereas in the B6 strain, no effect of PHx on HCC development could be observed even at the age of 14 months. This result correlates with our previous findings of a reduced inflammation at the early age and retarded tumor development at the adult age in the Mdr2-KO/B6 compared to the Mdr2-KO/FVB strain [17]. Importantly, 70% PHx of B6 males does accelerate tumor appearance in chemically-induced hepatocarcinogenesis [18]. In our previous work we suggested that genomic unstable hepatocytes generated during chronic inflammation are the tumor-initiating cells in this model, which escape cell cycle arrest and re-enter cell cycle due to PHx-induced regenerative proliferative stress [5]. We suggest that in the chemically-induced carcinogenesis and in the highly inflamed Mdr2-KO/FVB strain, such potentially tumorigenic cells appear early in the liver, and thus PHx accelerates tumor development. In the Mdr2-KO/B6 males, chronic liver inflammation decreases significantly after two months of age, probably blocking the formation of the tumor-initiating cells at least till the age of six months; thus, PHx in these mice at this age did not have a tumor-promoting effect. This probably explains also the gender difference in the Mdr2-KO/FVB model: the tumor-promoting effect of PHx in females was significant already at the age of three months, while in males – mainly at six months. The Mdr2-KO/FVB females are more inflamed at the early ages than males (our unpublished data) and thus, probably generate the tumor-initiating cells in the liver earlier. Interestingly, inflammation-mediated HCC develops in aged Mdr2-KO/FVB females earlier than in males (see “Results”), whereas spontaneous HCC develops in the parental FVB/NJ strain in old males only [19].

### Potential mechanisms of the observed genome amplifications

Recently, it was demonstrated that HCCs from Mdr2-KO/FVB mice are similar to pediatric HCCs of similar etiology in terms of low frequency of point mutations and high frequency of gene amplifications [20]. In contrast to our findings, the authors could detect only a negligible number of deletions in spontaneous tumors from Mdr2-KO/FVB mice. This discrepancy could arise from a different methodology: we used the direct aCGH method, whereas Iannelli et al. used a non-direct method for the detection of chromosomal aberrations in mice [20]. The existence of deletions in spontaneous tumors of Mdr2-KO/FVB mice was also reported by us previously [4]. A striking difference in the patterns of chromosomal aberrations between PHx-induced and spontaneous tumors that we found here, raises a question on the potential mechanism of PHx-induced specific genomic amplifications without deletions (a probability to observe six tumors without deletions by chance here is 0.0014). 

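Across the whole genome, the mean log2 ratios of 2137 bins of 1 Mb with at least 3 probes were compared between the 6 post-PHx and the 6 spontaneous tumors with limma. No bin differed at a Benjamini-Hochberg adjusted p of 0.05 (smallest adjusted p 0.793), and 120 bins had an unadjusted p under 0.05. With slide as a block, 0 bins were called and 32 were under 0.05 unadjusted. Against 0, limma called no bin in the post-PHx tumors (204 unadjusted) and 2 bins in the spontaneous tumors (370 unadjusted), both lower in the tumors than in the non-tumor liver. These 2 bins were the one from 28000001 to 29000000 on chromosome 19 (mean log2 ratio -0.30 in the spontaneous tumors and -0.05 in the post-PHx tumors, adjusted p = 0.0201 from limma) and the one from 151000001 to 152000000 on chromosome X (-0.36 and -0.14, adjusted p = 0.0201 from limma), the latter overlapping the deleted region of PHx5M from 151314259 to 152587954. All 6 spontaneous tumors and 5 of the 6 post-PHx tumors were below 0 in each of them. In bins with a shift added to simulated data, the same fit called 74.5% of 200 shifted bins at 0.3 on the log2 scale and 93% at 0.5. This does not carry over to the common regions, where the values of the tumors spread more: the bin from 4000001 to 5000000 on chromosome 8 differed by 0.47 on the log2 scale (SE 0.141), the one from 17000001 to 18000000 on chromosome 14 by 0.48 (SE 0.154) and the one from 14000001 to 15000000 on chromosome 18 by 0.63 (SE 0.212), each with an adjusted p of 0.793 from limma. From the maps, the paper concludes that the patterns of aberrations differed between the groups, and, from its markers of proliferation and DNA damage, it proposes that replication stress and DNA repair could be responsible.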

The recent finding of genomic amplifications of the Kras oncogene in the early lung tumors appearing in the FVB/N, but not in the mixed genetic background [21], indicates that this “amplification pattern” may be also strain-specific. However, gene amplification by nonhomologous subtelomeric exchanges has been documented even for the WT murine species [22], and centromeres are known hotspots of mitotic recombination [23]. Replication stress is a prominent pathway to genomic instability [24]; loss of DNA replication control may cause inappropriate re-replication resulting in gene amplification [25]. Our analysis of the cell proliferation and DNA damage markers (Figure 2 and Supplemental Figure 3) indicates that an increased replication stress and DNA repair in the post-PHx liver of Mdr2-KO/FVB mice could be responsible for the increased CIN in the PHx-induced tumors, in agreement with our previous findings in mice [5]. The aCGH method that we used provides only a relative quantification of different genomic regions, and not locations of the amplified genes: whether they are extra-, intra- or inter-chromosomal.

### Functional analysis of the genes that were frequently amplified in PHx-induced tumors

Determination of causative cancer genes in chromosomal aberrations is complicated by the known examples of cooperation between both co-amplified oncogenes [26] and co-deleted tumor suppressors [27]. PHx-induced tumors had a significantly higher proportion of common up-regulated genes (69.5%) compared to spontaneous tumors of untreated Mdr2-KO/FVB mice (53.7%), whereas the total number of common aberrantly expressed genes in each group was identical (according to the parameters described in Figure 4). These up-regulated genes included HCC-specific oncogenes (they are listed in our recent work [7]), E2F1 and CIN signature genes [6]. Remarkably, CIN and E2F1 genes significantly overlap, as most CIN genes are E2F1 targets [7]. Although GO analysis of the 122 genes from the common amplified regions revealed a prevalence of the Wnt signaling pathway, IHC demonstrated that all PHx-induced tumors either did not have, or had only a rare and fragmentary β-catenin-positive nuclear staining.

### Other gene expression signatures that characterize the PHx-induced tumors

Prediction of tumor recurrence which jeopardizes survival of about 70% of HCC patients within 5 years following tumor resection or ablation is of high clinical importance [28]. Several gene expression signatures of the resected tumor and/or non-tumor liver tissue that may predict early HCC development/recurrence either alone [10, 11], or in combination with clinical and pathological data [28] were recently developed. Our finding that both tumor-specific [10] and non-tumor-specific [11] “poor prognosis” signatures were significantly more prominent in the liver of hepatectomized compared to untreated Mdr2-KO/FVB mice indicates that these mice may serve as a model for human HCC development/recurrence.

Validation of H19 expression on an expanded set of liver samples by qRT-PCR revealed different expression patterns between PHx-induced and spontaneous tumors for Mdr2-KO/FVB females, but not for males (Figure 4C-E). The H19 expression is known to be frequently up-regulated in cancer including HCC [8], acting in different models either as a tumor suppressor [29], or as an oncogene [30]; its role in hepatocarcinogenesis is still debated. Our findings of a prominent gender disparity in the relative tumor/non-tumor H19 expression in both naïve and hepatectomized Mdr2-KO/FVB mice and of a high H19 expression in the non-tumor liver tissue of Mdr2-KO/FVB females may indicate that H19 has different functions in hepatocarcinogenesis of each gender.

### Crem is a new candidate HCC oncogene

In our search for candidate cancer-causing genes in frequently amplified regions, we focused on the gene Crem because it was amplified in 4/6 post PHx tumors and in 3/6 spontaneous tumors, and also due to its involvement in cancer [12, 13], including HCC metastasis [14], LR following PHx [15], circadian regulation [16, 31] and cytokine production [32]. Remarkably, murine liver tumors containing Crem amplifications demonstrated high nuclear Crem expression (Figure 7A) and more expressed Crem protein isoforms compared to the matched non-tumor liver (Figure 6A). In human HCC gene expression datasets, CREM was infrequently up-regulated in tumors (although frequently up-regulated in cirrhosis); similarly, CREM DNA was infrequently amplified (Supplemental Table 3, 10p11.21 region). Nevertheless, IHC demonstrated CREM-positive nuclear staining in 11/13 tested human HCC tumors, but not in the surrounding non-tumor liver, independently on the patient's age and gender and on HCC etiology (Table 2), probably indicating a transcript level-independent mechanism of CREM up-regulation. CREM knock-down experiments *in vitro* revealed its pro-proliferation role in two human HCC cell lines, thus demonstrating that CREM is a new candidate HCC oncogene.

In summary, we demonstrated that PHx of the chronically inflamed murine liver accelerated HCC development by a specific pathway characterized by amplification of chromosomal regions located near the acrocentric centromeres of murine chromosomes and by expression of specific tumor-promoting genes, including those of the “poor prognosis” HCC signatures. We also identified Crem as a new candidate HCC oncogene frequently amplified and up-regulated in this murine HCC model and frequently over-expressed in human HCC.

## MATERIALS AND METHODS

Full details are available in the Supplemental Material

### Mice

All animals received human care. All animal experiments were performed according to national regulations and guidelines of the Institutional Animal Welfare Committee (NIH approval number OPRR-A01-5011). The FVB.129P2-Abcb4^tm1Bor^ (Mdr2-KO/FVB) and the C57Bl/6 Mdr2-KO (Mdr2-KO/B6) mice were described previously [17]. The 70% PHx or sham surgery was performed as described [5].

### RNA analysis

Total RNA was isolated from frozen liver tissues and subjected to gene expression profiling using GeneChip Mouse Gene 1.0 ST Array (Affymetrix, Santa Clara, CA) as described [4]. Data were analyzed by GCRMA preprocessing algorithm using the Partek software (ProSoftware, Partek, St Louis, MO, USA). For validation of gene expression by RT–PCR, reverse transcription of total RNA was performed using the qScript^TM^ cDNA Synthesis Kit (#95047) and Perfecta Sybr Green Fast Mix ROX (#95073) (both from Quanta BioSciences Inc., Gaithersburg, MD, USA). The quantitative PCR assay was performed on an AB 7900 HT fast real-time PCR system (Applied Biosystems, Foster City, CA, USA) or CFX384^TM^ Real-Time System with C1000 Touch Thermal Cycle (BioRad, Hercules, CA, USA). The semi-quantitative RT-PCR and the primers used for RT-PCR are described in the Supplemental Materials and Methods.

### DNA analysis

Total DNA was isolated from frozen tumors and their matched non-tumor liver tissues as described [4] and subjected to array-based comparative genomic hybridization (aCGH) analysis using Mouse Genome CGH Microarrays 4×44K (Agilent, Santa Clara, CA). Data for both genome and transcriptome microarray analyses can be accessed from the GEO-NCBI database repository (GSE61427).

### Protein analysis

Protein detection by immunoblotting and immunohistochemial staining was performed as described in the Supplemental Materials and Methods.

### Statistical analysis and calculation software

All the *in vitro* experiments were performed in triplicates, excluding the cell proliferation rate assay using a xCELLigence system, which was performed in duplicates; in the *in vivo* experiments, at least 3 mice per group were used. All parameters were evaluated with the two-tailed *t*-test. Statistical evaluation of differential expression between the experimental groups was performed using the ANOVA test. A p-value of 0.05 or less was considered significant. *t*-test, correlation test, and f-test were performed using the GraphPad Prism version 6.04 for Windows (GraphPad Software, La Jolla California USA, www.graphpad.com). Stained hepatocytes IHC sections were counted by the NIS-Elements Microscope Imaging Software (Nikon Instruments Inc.1300 Walt Whitman Road, Melville, NY, U.S.A). The results of protein immunoblotting and semi-quantitative RT-PCR were calculated using ImageJ (Image processing and analysis in Java, NIH, U.S.A). To evaluate the effect of PHx on tumor incidence, the Fisher exact test was calculated online (http://www.quantpsy.org/fisher/fisher.htm). The Pearson's correlation coefficient (Supplemental Table 5) was calculated for all 1,256 genes with matching copy number and expression profiles. The distribution of correlation values was compared to a randomized background distribution and was found to be significantly enriched with positive correlation values (p<E-33). The randomized background distribution was generated by repeatedly (100 times) shuffling the samples in the expression dataset only and recalculating the non-sample matched correlation values. The disparity between the two distributions was estimated using the Kolmogorov-Smirnov test.

## SUPPLEMENTARY MATERIAL FIGURES AND TABLES

## List of Abbreviations

Abcb4 (Mdr2): adenosine triphosphate–binding cassette b4 (multi-drug resistance 2)
aCGH: array-based comparative genomic hybridization
B6: C57Black/6 strain
BrdU: bromodeoxyuridine
CIN: Chromosomal Instability
Crem: cAMP responsive element modulator
FC: Fold Change
FVB: Friend virus B-type/N strain
GO: Gene Ontology
GCRMA: GeneChip robust multiarray analysis
HCC: hepatocellular carcinoma
ICER: Inducible CAMP Early Repressor
IHC: immunohistochemistry
LR: liver regeneration
KO: knockout
mRNA: messenger RNA
PHx: Partial hepatectomy
PCA: Principal Component Analysis
qRT-PCR: quantitative RT-PCR
RT-PCR: reverse transcription polymerase chain reaction
TUNEL: Terminal deoxynucleotidyl transferase dUTP Nick End Labeling
Wnt: Wingless-Type MMTV Integration Site Family
WT: wild type

# Supplementary material for: Specific genomic and transcriptomic aberrations in tumors induced by partial hepatectomy of a chronically inflamed murine liver
**Source:** Oncotarget. 2014 Sep 25;5(21):10318–31. doi: 10.18632/oncotarget.2515
**Supplement:** Supplementary file 1

# **Specific genomic and transcriptomic aberrations in tumors induced by partial hepatectomy of a chronically inflamed murine liver**

## **Supplementary Material**

### ***Operations with mice***

All mice were fed a regular diet with drinking water *ad libitum* and under controlled SPF conditions (22°C, 55% humidity, and 12-hour day-night rhythm). Seventy percent partial hepatectomy (PHx) or sham surgery was performed on either 3-month-old or 6-month-old Mdr2-KO mice as described (1, 2). The surgical procedures were performed under sterile conditions, using ketamine and xylazine anesthesia; operations were performed between 09:00 and 12:00 hours AM. At the terminal time points, mice were anesthetized using isoflurane and sacrificed by cervical dislocation. Blood was collected by orbital bleeding. Livers were rapidly excised and weighed; part of the left lobe was fixed in 4% buffered formaldehyde for histological analysis, and the remaining liver tissue was quickly frozen in liquid nitrogen and stored at -80°C. All experiments were approved by The Hebrew University Ethical Committee for Animal Experimentation.

### **Array-based Comparative Genomic Hybridization (aCGH)**

Genomic aberrations in the liver DNA were determined using aCGH on Mouse Genome CGH Microarrays 4x44K (Agilent, Santa Clara, CA) by Miltenyi Biotec GmbH (Bergisch Gladbach, Germany). DNA samples purified from murine HCC tumors and their matched distant non-tumor liver tissues were subjected to digestion by AluI and RsaI restriction endonucleases and used as templates for a genomic DNA labeling reaction using the Genomic Enzymatic Labeling Kit (Agilent Technologies) according to the manufacturer's protocol. The yields of labeled DNA and the dye-incorporation rate after Klenow labeling were determined with the ND-1000 Spectrophotometer (NanoDrop Technologies). The hybridization procedure was performed according to the Agilent Oligonucleotide Array-Based CGH for Genomic DNA Analysis protocol V5.0 using the Agilent Oligo aCGH Hybridization Kit (Agilent

Technologies). The corresponding Cy3- and Cy5-labeled DNA were combined and hybridized at 65°C 24 hours to an Agilent Mouse Genome CGH Microarray 4x44K, using Agilent's recommended hybridization chamber and oven. Subsequently, the microarrays were washed once with Agilent Oligo aCGH Wash Buffer 1 at room temperature for 5 minutes followed by a second wash with Agilent Oligo aCGH Wash Buffer 2 at 37 °C for one minute. Finally, the microarray was washed once with acetonitril for one minute at room temperature and slowly removed from the acetonitril solution to let it dry at room temperature. Fluorescence signals of the hybridized Agilent Mouse Genome CGH Microarrays were detected using Agilent's DNA microarray scanner (Agilent Technologies).

The Agilent Feature Extraction Software (FES) was used to read out and process the microarray image file. The software determines feature intensities and ratios (including background subtraction and normalization), rejects outliers, and calculates statistical confidences (p-values). Further analysis and visualization of the hybridization results was performed with the Agilent CGH Analytics software (V 3.5). Here, the following aberration filter settings have been used:

- (i) Minimum number of probes present in an aberrant region = 2
- (ii) Minimum absolute average log<sub>2</sub> ratio for region = 0.4 corresponds to a fold change of 1.32.
- (iii) The statistical analysis of aberrant regions was based on the aberration detection method ADM-2.

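As applied to the files, the filter decided most of the calls near it. At 0.25 in place of 0.4, amplifications were called in 6 post-PHx and 5 spontaneous tumors and deletions in 2 and 5 of them. At 0.6, amplifications were called in 4 tumors of each group and deletions in 1 post-PHx and 2 spontaneous tumors. The minimum of 2 probes let through regions of very few probes: 5 of the 50 amplified regions of the post-PHx tumors and 22 of the 69 of the spontaneous tumors had fewer than 5. The score threshold of ADM-2, for which the paper's text names no value, was 6 here. The paper's program itself was not used here.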

### **RNA purification and cDNA synthesis**

Total RNA was isolated from frozen liver tissues with Trizol reagent (Invitrogen, Carlsbad, CA, USA) followed by twice Phenol-Chloroform extraction and isopropanol precipitation. The cDNA was obtained from 1 µg total liver RNA. Twelve units of the RNasin RNase inhibitor and 1/25ul random hexamer primers (Promega, WI, USA) in DEPC-treated water were preheated at 90 °C for 1 min to denature secondary structures. The mixture was then cooled gradually (0.2 °C/S to 45°C and then 5 µl 5X RT Buffer, and 0.5 mM dNTPs (Deoxynucleotide triphosphate set, Roche, Indianapolis, IN, USA)) with 100 units Moloney murine leukemia virus reverse transcriptase enzyme (Promega, WI, USA) added for a

total volume of 25 µl. The RT mixture was incubated at 42 °C for 60 min. then stopped by heating at 95°C for 5 minutes. The cDNA stock was stored at -20°C.

### **Semi-quantitative PCR**

Dream-Taq Polymerase mix (ThermoFisher-Scientific, Massachusetts, USA), was used for semi-qPCR. For each gene, the cDNA concentration and the number of PCR cycles were established in the linear amplification range. Primers were used at a concentration of 0.5 µM. PCR was performed using the DreamTaq PCR Master Mix (Life Technologies, CA, USA) on a KyraTec PCR machine (KyraTec, Australia). The PCR products were separated on 2% agarose gels in TAE buffer, stained with ethidium bromide (0.01% v/v), and photographed by the B.I.S. 202D BioImaging System (Amersham Pharmacia Biotech, USA). Intensities of the bands were quantified using the ImageJ 1.47t Image software (NIH, USA). After normalization versus the endogenous “housekeeping” genes, Crk, Tfg, Arl6ip1 and Hprt, which were the most uniformly expressed genes in all RNA samples, were subjected to global gene expression profiling (3).

Gene-specific primers were selected using the Primer blast software (NCBI, USA), and verified using Primer3 (Steve Rozen and Helen J. Skaletsky (2000) Source code available at <http://fokker.wi.mit.edu/primer3/>), Primers were supplied by Sigma-Aldrich (St. Louis, MO, USA). All primers for real time PCR were designed and supplied by Agentek-Israel. Primer sequences used for semi-qPCR in this study are provided below:

### Real-time qPCR

Real-time PCR was carried out in triplicates either in a final volume of 20  $\mu$ l, with 2  $\mu$ l cDNA, 10  $\mu$ l SYBR green master mix of SYBR green RT-PCR reagent kit (Life Technologies, Van Allen Way, Carlsbad, California) following calibration for linear range and primers concentration, or using TaqMan Fast Universal PCR Master Mix (Applied Biosystems, CA, USA), 2  $\mu$ l of each (forward and reverse) primer with a total final concentration of 5  $\mu$ M each, and 4  $\mu$ l DDW. PCR products were detected during PCR with the ABI PRISM 7700 Sequence Detector system (Applied Biosystems, CA, USA). Threshold cycle numbers ( $C_t$ ) were determined with the Sequence Detector Software (version 1.6; Applied Biosystems, CA, USA) and transformed using the  $\Delta\Delta C_t$  method as described by the manufacturer. The relative quantification values for each gene were normalized against the endogenous “housekeeping” gene Hprt.

### **Bioinformatic analysis of the gene expression profiling data**

Genome-scale gene expression profiling data were analyzed by the GeneChip robust multiarray analysis (GCRMA) and preprocessing algorithm following median polish normalization using the Partek software (ProSoftware, Partek, St. Louis, MO). All signals below 5.0 (in log<sub>2</sub> scale) were rounded to 5.0.

Enrichment analysis (Fisher test) for gene signatures was performed using “EDanalysis” of the “R” Package for Gene Enrichment Disequilibrium Analysis:

<http://cran.r-project.org/web/packages/EDanalysis/EDanalysis.pdf>

### **Histopathology staining and analysis**

FFPE liver tissue sections were stained either with Haematoxylin & Eosin (H&E) or with Haematoxylin alone. For both stainings, the deparaffinization and dehydration process steps (5 min every step) were: Xylene×2, ethanol-100%×2, ethanol-95%×1, ethanol-80%×1, ethanol-60%×1 ethanol-30%×1 and TBS×1. For H&E staining, the slides were immersed with Haematoxylin (30 seconds), rinsed in DDW and left for 5 min in tap water to develop the stain. Destaining was done by 8-12 fast dipping in acid ethanol, twice in tap water for 1 min and once in DDW for 2 min. After blotting the water from the slide, it was immersed in eosin for 30 sec. Rehydration and clearing were done inversely for deparaffinization and dehydration. The slides were air dried, a DAB mounting solution was added on the specimens and the slides were covered with a cover slip and analyzed under the Nikon Eclipse E600 light microscope equipped with an Olympus DP71 camera and Cell'A software. A similar protocol was also used for Eosin staining, DAB and Haematoxylin steps.

Histological sections were reviewed and characterized by the pathologist (O.P.) for inflammation, mitotic incidence, tissue damage, and cell homogeneity. Liver tumors were characterized, and only those assigned as "well differentiated HCCs" were used for further experiments.

### **Bradford protein quantification assay**

The protein content of each lysate sample was quantified by the Bradford assay. A standard curve of OD against increasing protein concentration was established for each protein sample using serial dilutions of BSA standard protein (1 mg/ml) and a Coomassie blue based dye reagent (Bio-RAD). 1 / 2.5 / 5 / 10 / 20 / 40 µl of standard lysate samples were incubated with 200 µl of Coomassie reagent (diluted 1:5 with DDW) and OD at 595nm was immediately measured by spectrophotometer.

### **Protein immunoblotting**

Lysates were obtained from the whole liver; tissues were prepared by manual homogenization of liver tissue in liquid nitrogen and 400 µl protein lysis buffer containing 50 mM Tris pH 7.6, 150 mM NaCl, 20 mM MgCl<sub>2</sub>, 1% NP40, 1 mM DTT, 5% glycerol, 1 mM PMSF and 2.5 µl/ml of protease inhibitor cocktail. After 30 min rotation at 4°C and 20 min centrifugation at 4°C, 20,800\*g, aqueous supernatant was taken to determine protein amounts by the Bradford assay. The samples were mixed with gel loading buffer (1:6), boiled, aliquoted and stored at -80°C until use. Similar protein amounts from every sample were heated (95°C, 10 min, vortex 30 sec, 3 times) with β-Mercaptoethanol and SDS-containing protein sample buffer. Samples (20 µg) were loaded onto 10-12.5% polyacrilamide gel SDS-PAGE under reducing conditions. Proteins were electrotransferred from 2-D gel to PVDF membranes, which were shaken for at least 1h at RT with a blocking solution or 1% milk and then washed in a washing solution. Incubation with primary specific antibodies: All antibodies were diluted according to the manufacturer's recommendations, and incubated o.n., 4°C except b-Actin, which was incubated for 1h at RT. After the membranes were washed (3 times, 10 min each, in a washing solution), proteins were detected by appropriate HRP-conjugated secondary antibody (1/200), followed, after washing (4 times, 10 min), by ECL detection. Photon emission was identified by photography film development. Intensities of protein bands were quantified by computerized densitometry using the Scion Image software. The membranes were stripped for 5 min with a stripping solution, washed (3 times, 5 min in a washing solution) and rehydrated with methanol for long storage.

### **Immunohistopathology staining.**

Liver tissue paraffin-embedded sections were mounted on glass slides, deparaffinized and graduated with ethyl alcohol, as follows: Xylyne×2, ethanol-100%×2, ethanol-95%×1, ethanol-80%×1, ethanol-60%×1 ethanol-30%×1 and TBS×1 (5 min every step). Antigen retrieval was done with 0.01 M citrate buffer (pH 6.0) in a microwave (100% power for 13 min followed by 60% for 20 min) using a pressure cooker. The slides were washed 3 times with PBS or TBS and then labeled with a secondary HRP-conjugated streptavidin antibody. After washes (3 times, 10 min), color development with diaminobenzidine was done using the Zymed kit followed by Haematoxylin counterstaining immersed with Haematoxylin (1 min), rinsed in tap water and left for an additional 2 min to develop the stain . Rehydration and clearing were done inversely for deparaffinization and dehydration. The slides were covered in a similar manner as with the histopathology staining method. Below are listed the antibodies used in this study either for immunoblotting (IB) or for immunohistochemistry (IHC):

#### **Assessment of Crem protein levels by immunohistochemistry and immunoblotting.**

To assess Crem protein levels in hepatocytes, paraffin-embedded slides were stained for Crem (1:100) (Santa Cruz Biotechnology, SC-440, Santa Cruz, CA). Assessment of positive stained nuclei of hepatocytes cells was performed by Nikon (Nikon Instruments Inc., 1300 Walt Whitman Road, Melville, NY, U.S.A) within 100 fields per slide, magnification x200. Crem protein levels were quantified in protein lysate by Western blot using the same Crem Ab. (1:200). Beta-Actin (1:15,000) served as the housekeeping gene for normalization.

#### **Assessment of proliferative response, DNA damage and apoptosis**

To assess the proliferative response of hepatocytes, mice were injected intraperitoneally (i.p.) with BrdU (100  $\mu$ gr/1 gr of mouse weight; MP Biomedicals, France), at 2 hrs before sacrifice. Formalin-fixed livers were embedded in paraffin. Antigen retrieval of FFPE liver sections was performed in citrate buffer (pH 6.0) for 20 min in a microwave; then sections were stained with the monoclonal anti-BrdU antibody (1/100) (Dako Cytomation, Tel Aviv, Israel), using a standard direct HRP method according to the manufacturer's instructions. Similarly to the pH3 protocol (1/1000), Diaminobenzidine (DAB) Histochemistry Kits (Life Technologies) was used for color development and sections were counterstained with haematoxylin (Polysciences, Inc., 400 Valley Road Warrington, PA 18976).

Mitotic events were counted in slides stained for hematoxylin only. Assessment of a proliferative response was performed by counting positively stained hepatocytes cells within at least 20 fields per slide, magnification x200.

To assess the DNA damage in hepatocytes, FFPE slides were stained for  $\gamma$ H2Ax (1/1000), and for the DNA damage arrest protein P21 (1/25).

To assess the apoptosis, TUNEL staining was performed using the in situ Cell Death Detection Kit (Life Technologies) as described by the manufacturer.

### **Cell cultures**

The human HCC cell lines Huh7, Hep3b, HepaRG, and HepG2 and the murine cell lines Bnl, Bwtg, and Snu378, Snu475 (both Snu lines were generously provided by Prof. Mehmet Ozturk, Department of Molecular Biology and Genetics, Bilkent university, Ankara, Turkey) were cultured at 37°C, 5% CO<sub>2</sub> in Dulbecco's modified Eagles medium (DMEM, Gibco BRL, Grand Island, NY, USA) supplemented with 10% fetal calf serum (FCS), 1% penicillin/streptomycin. The human HCC cell line Hep40 (generously provided by Prof. Mehmet Ozturk), was cultured under the same conditions, excluding supplementation by the 10% non essential amino acids

(NEAA, Sigma-Aldrich) and absence of streptomycin.

### **Cell proliferation assay**

Cell proliferation rate was measured by proliferation assay using a xCELLigence system for real-time and label-free monitoring of cell viability (4), in duplicates. Hep40 and Huh7 cell lines were treated with 25 nM/ul of Crem siRNA, and mock or siLuc as controls. The siRNA reagent kits were purchased from Santa Cruz (sc-37700). siRNAs were transfected using the LipofectAMINE 2000 reagent (Invitrogen, Carlsbad, CA, USA) according to the manufacturer's instructions after cells were grown to 50% confluence. Briefly, 1  $\mu$ L LipofectAMINE was diluted in 50  $\mu$ L OptiMEMI Reduced Serum Medium (Invitrogen, Carlsbad, CA, USA), mixed gently, and incubated for 5 min at room temperature. Subsequently, a mixture of siRNA was added and incubated for 20 min. The mixture was diluted with medium and the final concentration of siRNA was 25 nM. After treatment for the indicated time period, cells were collected for further investigation. Alternatively, cells were measured for proliferation using the xCELLigence system.

### **Statistical analysis and calculation software.**

In this study, the *in vitro* experiments were performed in triplicates, excluding the cell proliferation rate assay using a xCELLigence system, which was performed in duplicates; in the *in vivo* experiments, at

least 3 mice per group were used. All parameters were evaluated with the two-tailed t-test. Statistical evaluation of differential expression between the experimental groups was performed using the ANOVA test. A p-value of 0.05 or less was considered significant. *t*-test, correlation test, and *f*-test were performed using the GraphPad Prism version 6.04 for Windows (GraphPad Software, La Jolla California USA, [www.graphpad.com](http://www.graphpad.com)). Stained hepatocytes IHC sections were counted by the NIS-Elements Microscope Imaging Software (Nikon Instruments Inc.1300 Walt Whitman Road, Melville, NY, U.S.A). All Western and semiQ PCR results were calculated using ImageJ (Image processing and analysis in Java , NIH, U.S.A). To evaluate the effect of PHx on tumor incidence, the Fisher exact test was calculated online (<http://www.quantpsy.org/fisher/fisher.htm> ). The Pearson's correlation coefficient (Supp. Table 5) was calculated for all 1,256 genes with matching copy number and expression profiles. The distribution of correlation values was compared to a randomized background distribution and was found to be significantly enriched with positive correlation values ( $p < E-33$ ). The randomized background distribution was generated by repeatedly (100 times) shuffling the samples in the expression dataset only and recalculating the non-sample matched correlation values. The disparity between the two distributions was estimated using the Kolmogorov-Smirnov test.

## References

1. Greene AK, Puder M. Partial hepatectomy in the mouse: technique and perioperative management. *J Invest Surg* 2003;16:99-102.
2. Barash H, Gross ER, Edrei Y, Ella E, Israel A, Cohen I, Corchia N, et al. Accelerated carcinogenesis following liver regeneration is associated with chronic inflammation-induced double-strand DNA breaks. *Proc Natl Acad Sci U S A* 2010;107:2207-2212.
3. Katzenellenbogen M, Pappo O, Barash H, Klopstock N, Mizrahi L, Olam D, Jacob-Hirsch J, et al. Multiple adaptive mechanisms to chronic liver disease revealed at early stages of liver carcinogenesis in the Mdr2-knockout mice. *Cancer Res* 2006;66:4001-4010.
4. Ke N, Wang X, Xu X, Abassi YA. The xCELLigence system for real-time and label-free monitoring of cell viability. *Methods Mol Biol* 2011;740:33-43.

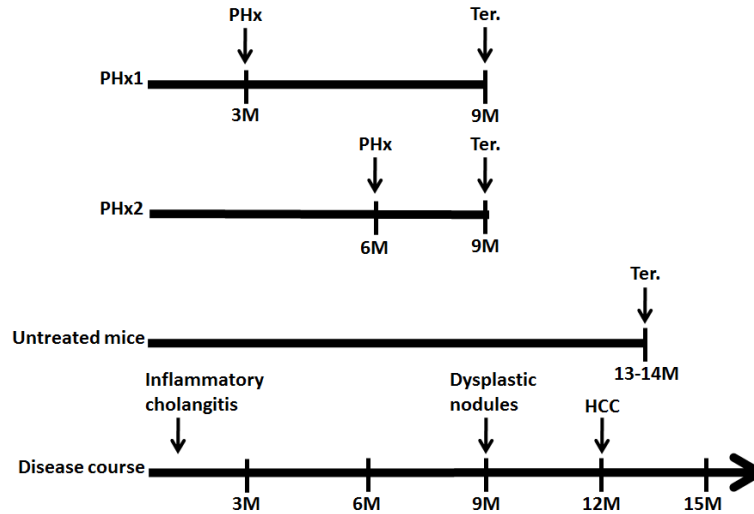

**Supplementary Fig. 1: Time schedule of mouse treatments.** Axis “X” below - time course of chronic liver disease for untreated Mdr2-KO/FVB males: inflammatory cholangitis & hepatitis starting from the age of one month; dysplastic nodules starting from the age of nine months; HCC starting from the age of 12 months. Untreated Mdr2-KO/FVB mice were terminated at the age of 13 months (females) or 14 months (males). 70% PHx was performed on Mdr2-KO/FVB mice of both sexes, at the age of either three or six months; then, all hepatectomized mice were terminated at the age of nine months.

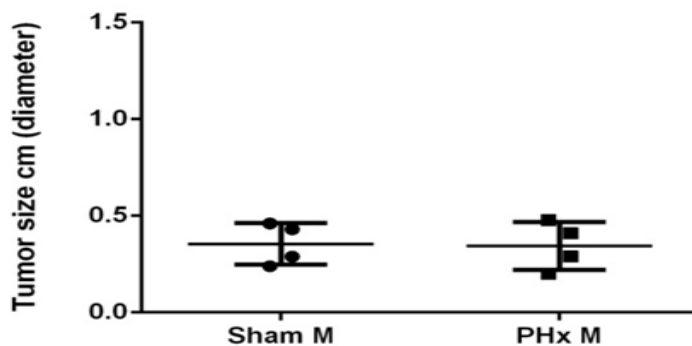

**Supplementary Fig. 2: HCC development was not accelerated in the Mdr2-KO/B6 mice following 70% PHx.** Tumor incidence of Mdr2-KO/B6 male mice that were subjected to 70% PHx at the age of six months and sacrificed at the age of 14 months (16 mice in the PHx group and 13 mice in the sham-operated group). Axis Y: tumor diameter, cm.

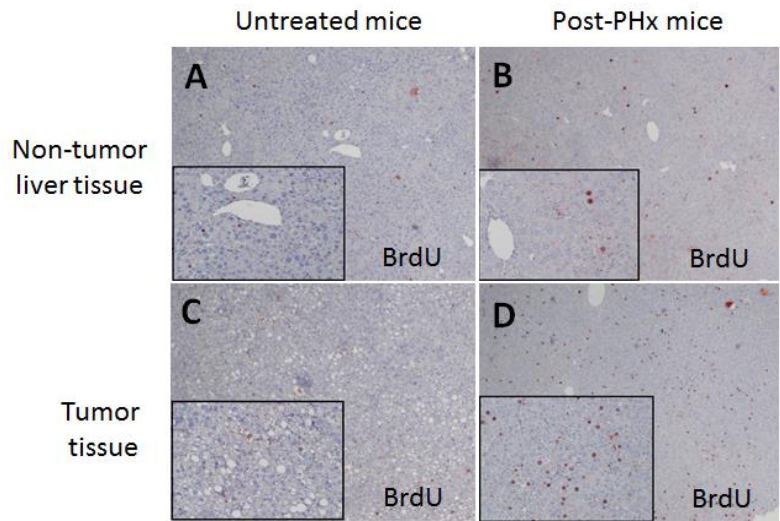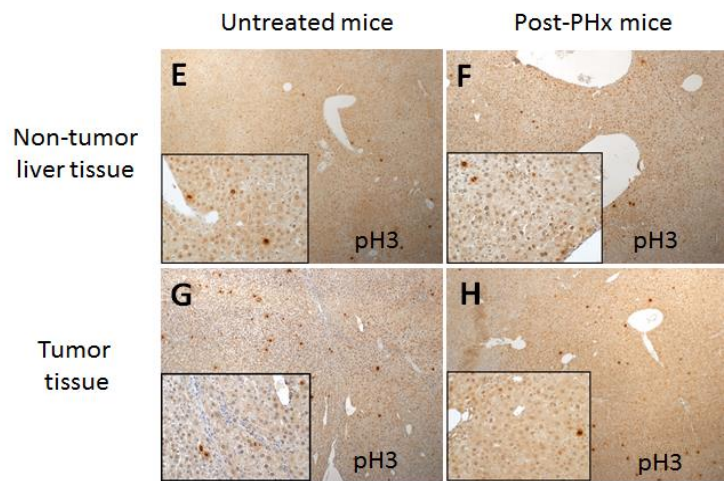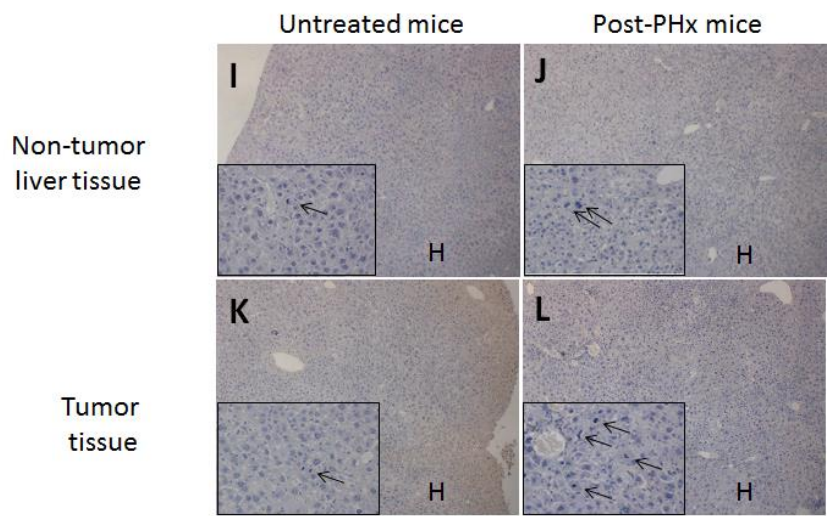

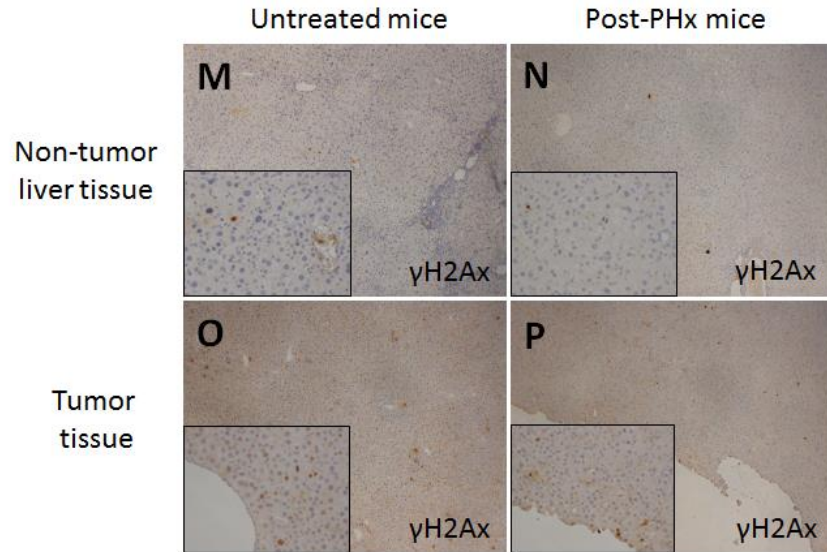

**Supplementary Fig. 3: Proliferation and DNA damage markers indicate replication arrest and increased DNA repair in post-PHx livers.** IHC or histological staining of tumor and their matched non-tumor liver tissues from 9-month-old post-PHx and 13-14-month-old untreated mice. (A-D) IHC staining for BrdU. (E-H) IHC staining for phospho-histone H3 (pH3). (I-L) Hematoxylin (H) staining for detection of mitotic figures. (M-P) IHC staining for phospho-histone H2A ( $\gamma$ H2AX). Six mice per each experimental group, excluding  $\gamma$ H2AX staining for post-PHx, where five samples were stained.

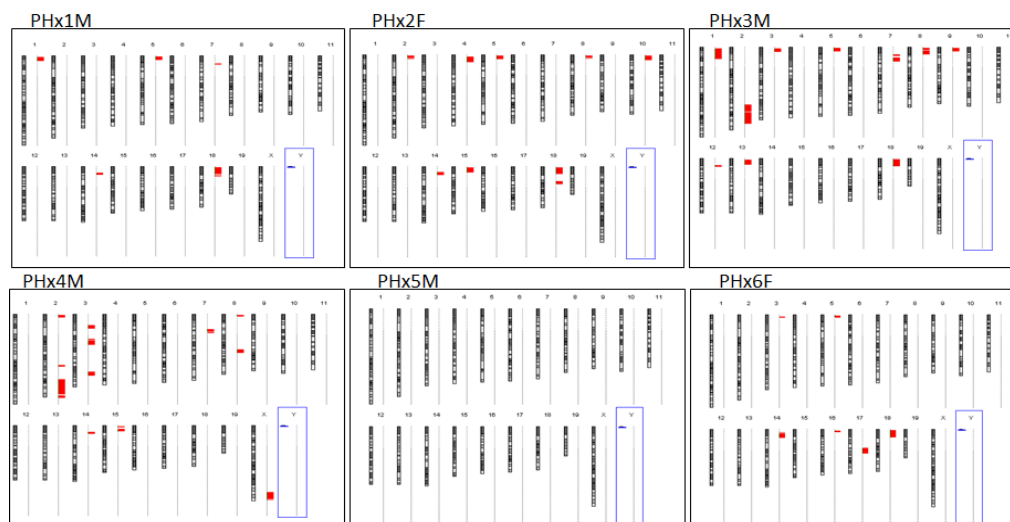

A

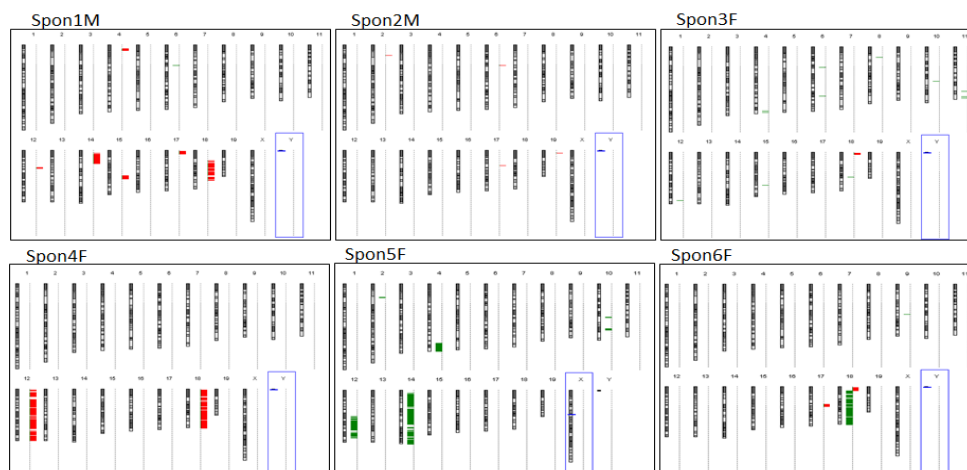

B

**Supplementary Fig. 4. Distinct patterns of genomic aberrations in the post-PHx and spontaneous tumors of Mdr2-KO/FVB mice.** Individual genomic aberration maps were obtained using aCGH for six post-PHx (A) and six untreated (B) mice. (A) Post-PHx tumors had only amplifications (red). (B) Spontaneous tumors from untreated mice had both amplifications (red) and deletions (green). Most amplifications in post-PHx tumors were located near centromeres (top). The aCGH maps of samples PHx1M, PHx2F, PHx3M, and PHx4M were published by us previously (Barash et al., *PNAS* 2010).

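The longest deletions of the spontaneous tumors were those of Spon5F, on chromosome 14 from 6663640 to 123875911 (117 Mb, 1540 probes, mean log2 ratio -0.47) and on chromosome 12 from 59864966 to 109468692 (49.6 Mb, 802 probes, -0.49), with another on chromosome 2 from 31261370 to 32419329 (53 probes, -0.43). Spon3F had a deletion at the end of chromosome 1, from 181607453 to 196871918 (15.3 Mb, 271 probes, -0.44). The longest deleted region of Spon1M was 3.27 Mb and held 2 probes. Among the amplifications, that with the most evidence in Spon2M lay on chromosome 1 from 14870952 to 30618938 (134 probes, 0.45) and that in Spon6F on chromosome 17 from 42512511 to 47553980 (168 probes, 1.25).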

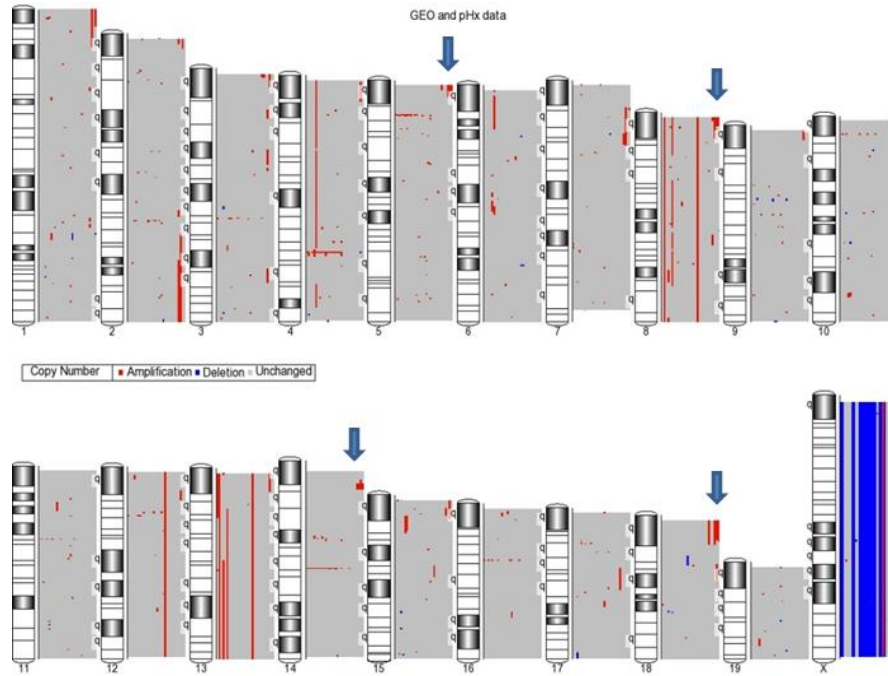

**Supplementary Fig. 5: Rare overlap of chromosomal amplifications in published murine HCCs with common amplified regions in HCCs from post-PHx Mdr2-KO/FVB mice.** Genomic map comparing chromosomal aberrations in the post-PHx tumors with several published HCC mouse models (GEO datasets GPL2884, GPL4092, GPL8086). Chromosomes are indicated by chromosome number; for each chromosome, 76 mouse arrays were compared with the six post-PHx samples. Common amplified regions of post-PHx tumors are marked by arrows.

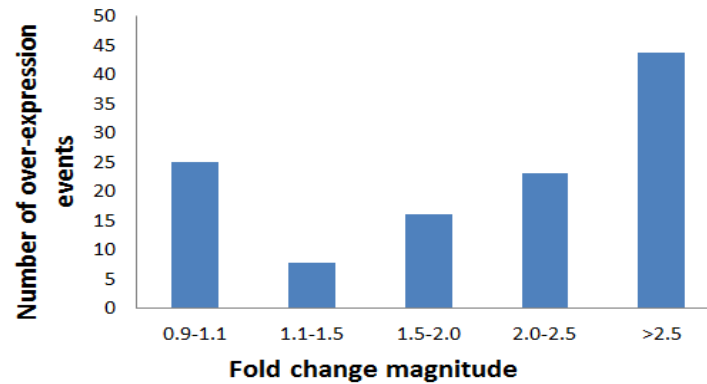

**Supplementary Fig. 9: Correlation between gene amplification and expression in the post-PHx livers from Mdr2-KO/FVB mice.** Relative gene expression of 22 genes, located in common amplified regions, tested by semi-qRT-PCR for 6 tumor samples (132 tests). Axis Y: number of tests where gene was over-expressed in tumor, FC threshold = 1.98. Axis X: genomic amplification (FC). Both for expression and amplification, each tumor was compared with its matched non-tumor liver tissue.

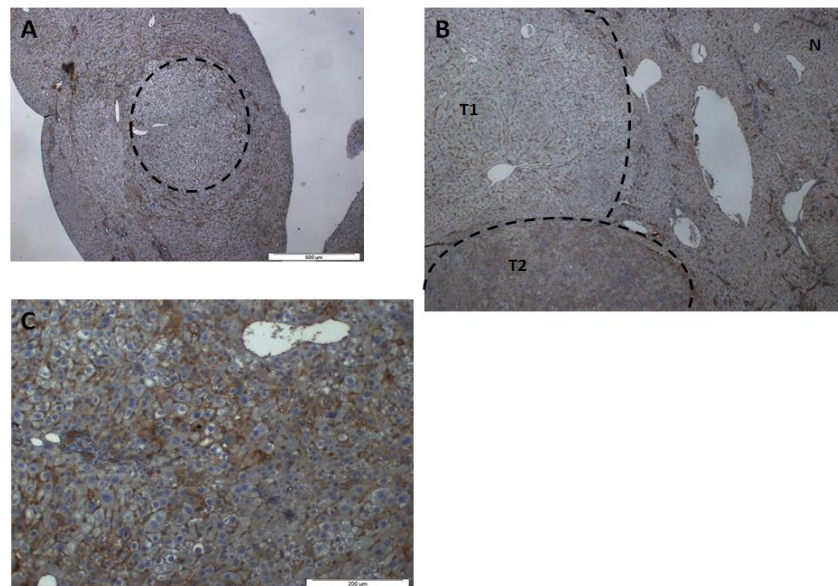

**Supplementary Fig. 10: Cytoplasmic beta-catenin staining in liver nodules and tumors.** IHC staining for beta-catenin in livers and tumors of the post-PHx Mdr2-KO/FVB mice. Reduced

beta-catenin levels in some nodules (dashed oval in A) and tumors (T1 in B); some tumors (T2 in B and tumor in C) and all non-tumor liver tissues were positive for cytoplasmic beta-catenin. (A) nodule; (B) tumors; (C) the only one tumor which had a gene expression signature of beta-catenin activation.

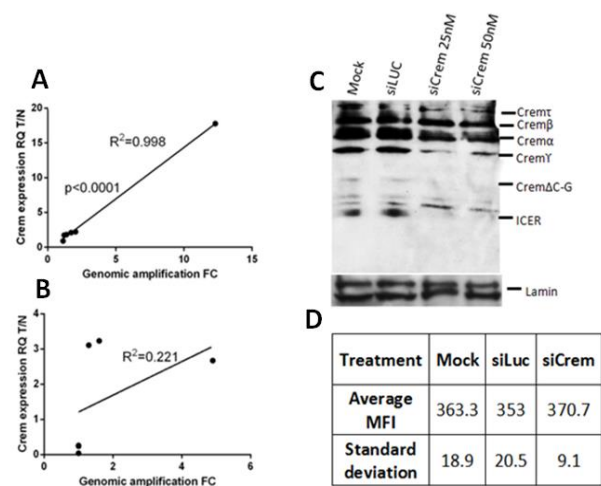

**Supplementary Fig. 11: Crem amplification affects gene and protein expression levels, but not the hepatocyte cell size.** (A-B) Axis Y: relative Crem expression tumor/non-tumor, as detected by RT-PCR. Axis X: genomic amplification of Crem (fold-change tumor/non-tumor) as detected by aCGH. Crem amplification was observed in both post PHx tumors (A), and in spontaneous tumors (B). While in both groups, Crem over-expression was observed only in livers containing genomic amplification, the correlation between gene expression and genomic amplification was significantly stronger for the post-PHx tumors. (C-D) Crem knock-down by siRNA: (C) Following siCREM transfection of the Hep40 HCC cells, most of CREM isoforms were down-regulated. CREM proteins were detected in the nuclear fraction. (D) No effect of siCREM on cell size was observed, as measured on Huh7 triplicates by FACS using a mean fluorescence intensity.

**Supplemental Table 1: Increased tumor load observed in the post-PHx livers.** Summary of tumor load per mouse and the relative number of mice which developed tumors when comparing to the whole group of each treatment. (A) Tumor load of mice, where only mice with tumors bigger or equal to 0.3 cm were counted for the calculation of percent of mice. For the calculation of tumor load per mouse (TL/Mouse), we counted all mice in each group. (B) Tumors larger than 0.5 cm in diameter (bold) were observed mainly for PHx-treated livers (p=0.03). For both tables, all mice were from the FVB genetic background.

**A**

**B**

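The table lists, for each region that was amplified in at least 3 post-PHx tumors, whether each spontaneous tumor was amplified or deleted there. In the files, the mean ratio over the region of chromosome 5 was 1.34-fold in Spon1M and 0.931-fold to 1.11-fold in the other 5 spontaneous tumors. Spon1M was not called there, although its mean log2 ratio of 0.42 was above 0.4. The filter was applied to the pieces that the caller found, so such a region mean did not by itself give a call. Over the region of chromosome 8, the ratios ran from 0.938-fold to 1.07-fold. On chromosome 14, Spon1M was at 1.29-fold and Spon5F at 0.684-fold. On chromosome 18, over its full length, the ratios ran from 0.908-fold in Spon5F to 1.24-fold in Spon4F. Spon3F lay at 1.14-fold, although 39 probes of its called region there had a mean of 4.81-fold. These means give probes with a larger error less weight, and unweighted means were not computed.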

**Supplemental Table 2: Common amplifications in spontaneous (Spon) HCC tumors of the untreated Mdr2-KO/FVB mice.** Status in the spontaneous tumors of the chromosomal regions that were frequently amplified in the PHx-induced tumors of the Mdr2-KO/FVB mice. The common amplification in chromosome 18 was the most prevalent.

**Supplemental Table 3: Amplifications in human HCC.** Human HCC studies where amplifications of chromosomal regions orthologous to frequently amplified regions in post-PHx HCC tumors of Mdr2-KO mice have been found.

**Supplemental Table 4: Numbers of differentially expressed genes in the post-PHx tumors of Mdr2-KO/FVB mice.** Summary of total differentially expressed genes (DE), including up-regulated and down-regulated genes for each tested PHx-induced tumor. The threshold of minimal 1.8- fold change (tumor/non-tumor) was used. The last letter in each tumor ID indicates mouse gender: M – males, F - females.

**Supplemental Table 5: Observed number of over-expressed genes in the amplified regions of PHx-induced HCC tumors was significantly higher than randomly expected.** The Pearson correlation between gene amplification and gene expression was calculated for 1,256 genes which were amplified in at least one post-PHx tumor (n=6). For each correlation range, the number of over-expressed genes in amplified regions, as detected by expression microarray, is represented in column "Observed". Alternatively, Pearson's correlation was calculated by randomization of the expression microarray data, followed by comparison to the 1,256 amplified genes (column "Calculated").

A significant enrichment in the number of co-amplified and overexpressed genes was detected for observed data, when comparing to the expected number calculated using data randomization of gene expression ( $p < 0.001$ ).

**Supplemental Table 6: Confirmation of the direct correlation of gene amplification with expression by semi-qRT-PCR.** Semi-quantitative RT-PCR was performed to measure the fold change in expression (Exp. FC) of 22 genes selected out of the 32 candidate genes located in the common amplified regions. For each sample, the amplification fold change (Amp. FC) is also shown. Expression FC was calculated relatively to the average expression of the three housekeeping genes (bottom rows).

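Amp. FC is the ratio of tumor over non-tumor DNA at the gene, and neighbouring genes of the table share 1 value where 1 segment holds them. In the recomputed values, Crem, Cul2 and Bambi shared a segment in PHx2F, while the probes of Map3k8 lay in 2 segments, at 12.3-fold and 3.15-fold, and gave 6.22-fold. Zeb1 was at 3.15-fold in this tumor. For 23 of the 25 genes of the table, housekeeping genes included, probes were found under the gene's name or, for 2 of them, an older name (Pftk1 for Cdk14 and Papd1 for Mtpap). The housekeeping genes Arl6ip1, Crk and Tfg lay between 0.981-fold and 1.04-fold in the post-PHx tumors.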

**Supplemental Table 7: Analysis of signaling pathways by GO.** Enhanced Wnt signaling pathway was observed in the common amplified regions. GO analysis was applied for 122 genes observed in the common amplified regions of the post-PHx tumors. The number of differentially expressed genes in the common amplified regions that were involved in each pathway is indicated (there may be an overlap between genes from different pathways).

**Supplemental Table 8: The Wnt signaling signature in PHx-induced tumors.** The Wnt signaling activation signature was observed in the only one tumor, PHx5M, containing no genomic amplifications. Relative tumor/non-tumor gene expression was measured using microarray data: ▼ is for down regulated and ▲ is for upregulated expression in tumors.

**Supplemental Table 9: The CREM-specific siRNAs used in this study target most of the known CREM protein isoforms.** Known Crem protein isoforms and their targeting by the individual siRNAs. SiRNAs Si1,2,3 were used all together as a mixture for the CREM knockdown assay in HCC cell lines.

## References

1. Crawley JJ, Furge KA. Identification of frequent cytogenetic aberrations in hepatocellular carcinoma using gene-expression microarray data. *Genome Biol* 2002;3:RESEARCH0075.
2. Guan XY, Fang Y, Sham JS, Kwong DL, Zhang Y, Liang Q, Li H, et al. Recurrent chromosome alterations in hepatocellular carcinoma detected by comparative genomic hybridization. *Genes Chromosomes Cancer* 2000;29:110-116.
3. Hashimoto K, Mori N, Tamesa T, Okada T, Kawauchi S, Oga A, Furuya T, et al. Analysis of DNA copy number aberrations in hepatitis C virus-associated hepatocellular carcinomas by conventional CGH and array CGH. *Mod Pathol* 2004;17:617-622.
4. Kakar S, Chen X, Ho C, Burgart LJ, Sahai V, Dachrut S, Yabes A, et al. Chromosomal changes in fibrolamellar hepatocellular carcinoma detected by array comparative genomic hybridization. *Mod Pathol* 2009;22:134-141.
5. Katoh H, Shibata T, Kokubu A, Ojima H, Loukopoulos P, Kanai Y, Kosuge T, et al. Genetic profile of hepatocellular carcinoma revealed by array-based comparative genomic hybridization: identification of genetic indicators to predict patient outcome. *J Hepatol* 2005;43:863-874.
6. Laurent-Puig P, Zucman-Rossi J. Genetics of hepatocellular tumors. *Oncogene* 2006;25:3778-3786.
7. Midorikawa Y, Yamamoto S, Tsuji S, Kamimura N, Ishikawa S, Igarashi H, Makuuchi M, et al. Allelic imbalances and homozygous deletion on 8p23.2 for stepwise progression of hepatocarcinogenesis. *Hepatology* 2009;49:513-522.

8. Poon TC, Wong N, Lai PB, Rattray M, Johnson PJ, Sung JJ. A tumor progression model for hepatocellular carcinoma: bioinformatic analysis of genomic data. *Gastroenterology* 2006;131:1262-1270.
9. Raidl M, Pirker C, Schulte-Hermann R, Aubele M, Kandioler-Eckersberger D, Wrba F, Micksche M, et al. Multiple chromosomal abnormalities in human liver (pre)neoplasia. *J Hepatol* 2004;40:660-668.
10. Schlaeger C, Longerich T, Schiller C, Bewerunge P, Mehrabi A, Toedt G, Kleeff J, et al. Etiology-dependent molecular mechanisms in human hepatocarcinogenesis. *Hepatology* 2008;47:511-520.

How the deposited data were processed for this re-analysis (not part of the article)

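The data are array-based comparative genomic hybridizations of 12 liver tumors of Mdr2-KO/FVB mice, 6 from mice that had undergone partial hepatectomy (post-PHx) and 6 from untreated mice (spontaneous), each on 1 array against the matched non-tumor liver of the same mouse. Tumor names, groups, sexes and ages were taken from the sample labels and the paper. The signals of the X chromosome in both channels fitted the sex in each tumor's name, which cannot exclude an exchange between tumors of the same sex.

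The authors deposited the output of Feature Extraction for each array. The deposited signal intensities of each channel are the mean brightness of a spot minus a fitted background surface, with a correction of the trend across the array and 1 scaling factor per dye; these steps were checked in the files. The deposited log10 ratio of each spot, of the red (tumor) over the green (non-tumor liver) processed signal, and its error were written by the same software before the authors deposited the files. The files place the probes on the mouse genome build NCBI36 (mm8), and 171 spots per array have no position. The authors called aberrations from such ratios in CGH Analytics with ADM-2; their calls were not used here.

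The ratios were put on the log2 scale, control spots and spots marked as outliers were left out, spots of a probe were averaged, and each array was centred on the median of its autosomal probes, with no further normalization. Regions were called by an error-weighted interval score in the manner of ADM-2, with weights from the deposited errors, a score threshold of 6, at least 2 probes and an absolute mean log2 ratio of at least 0.4. Mean ratios of called and common regions used the same weights. The minimum of probes applies to the called region, not to the pieces within it, a rule set after a first run had been seen. The filter on the mean log2 ratio applies to each piece. Chromosome Y was left out. Where an alternative split the chromosome 18 common region into pieces, overlap with any piece counted; this rule was also set after values had been seen. It changed only the counts after normexp correction, which were 3 post-PHx and 3 spontaneous tumors, against 3 and 1 with the largest piece alone. The caller was tested on simulated regions added to the permuted noise of each array.

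Groups were compared with Fisher's exact test for numbers of tumors and the exact permutation test for values per tumor, and the positions of regions with a permutation test of 100000 random placements. Bins of 1 Mb with at least 3 probes were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, Benjamini-Hochberg adjustment over all bins), which was tested on simulated data with 200 changed bins. The other steps used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and numba 0.67.0, and figures matplotlib 3.10.9. The arrays carry no counts, so the number of tumors, the signal over background and the noise between probes limit the precision.

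The text names every gene of Supplemental Table 6, every common amplified region, for each tumor the called region with the largest mean log2 ratio times the square root of its number of probes, and, of bins past the threshold, up to 3 in each direction. Gene names are those of the files. Fzd1 and Greb1l were not analysed here, and for Cdk14 and Mtpap the older names in the files were matched through the RefSeq gene table of GRCm38.p6.

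The alternatives were normexp background correction with an offset of 50, no centring, centring on the mode, only probes well above background in both channels, equal probe weights, score thresholds of 5, 8 and 10, filters of 0.25 and 0.6, a minimum of 5 probes or of 1 Mb, other bounds for nearness to the centromere (the first 10 Mb or the first 25% of the chromosome), 4 tumors for a common region, a gene's own probes in place of its segment, bins of 5 Mb, slide, sex or tumor number in the model, other thresholds for over-expressed pairs, and each tumor left out in turn.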

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

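Except for the test of variants between mice, both tests of the start of chromosome 18 in PHx2F and the test of single probes there in Spon3F, the tests below were chosen only after the result was seen, and those of the centring replaced earlier ones whose values had been seen. A tumor stood apart from the other 5 of its group, at the level where chance marks about 1 group in 20, in 24 of 73 groups of values, where 3.65 are expected by chance. Genes of 1 segment share a value, so many of the 24 are the same event.

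In the post-PHx tumors, PHx2F had a copy-number ratio of 12.3 for Crem, Cul2 and Bambi and of 6.22 for Map3k8, with the next tumor at 2.01 for each. Error of single probes was tested by the lowest of the 11 probes of this piece, which had a log2 ratio of 3.22. A dim reference channel was tested by the green signals of these probes, whose median percentile on the array was 41.2. Both argue against these explanations. A gain in the tumor stays open as a hypothesis, and the group and sex of the mouse were not tested for it.

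In the spontaneous tumors, Spon3F had a ratio of 4.30 for Crem, Cul2, Bambi, Map3k8 and Mtpap and of 8.45 for Zeb1, with the next tumor at 1.61. Of the probes of this region 100% were above a log2 ratio of 0.4, and on the other 3 arrays of the slide the same probes were at most 0.011 above the median of their chromosome, which argues against error of single probes and against an error shared on the slide. A gain in this tumor stays open as a hypothesis.

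The amplified length of Spon1M was 190 Mb, with the next spontaneous tumor at 16.2 Mb, and the deleted length of Spon5F was 168 Mb, with the next at 30.6 Mb. With no centring these lengths were again 190 and 168 Mb (next 16.2 and 57.7 Mb), and with centring on the mode 190 and 187 Mb (next 16.2 and 32.0 Mb). These settings hardly moved the 2 arrays (the medians removed were 0.00070 and 0.022 on the log2 scale), so this by itself decides nothing. Centring moves all chromosomes of an array alike, but chromosome 12, with the most amplified length in Spon1M, lay 0.35 above the median of the 10 chromosomes without an amplified region (SD 0.0861), and chromosome 14, with the most deleted length in Spon5F, lay at -0.48 from that of the 17 chromosomes without a deleted region (SD 0.0493). This argues against the centring as the whole cause. For Spon5F, the lowest median log2 ratio of chromosome 14 on the other 3 arrays of its slide was -0.0081, which argues against a trend shared on the slide. For Spon1M, the median of chromosome 12, 0.35, was matched on 2 of the other 3 arrays of its slide, with 0.36 in Spon4F and 0.27 in Spon2M, against -0.02 in Spon3F. A trend of the slide and gains in these tumors cannot be told apart there, since all 4 tumors of this slide are spontaneous. No other explanation was tested.

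Spon2M had 20 amplified regions of under 5 probes, with the next spontaneous tumor at 2. The 46 probes of these regions had a median log2 ratio of 1.74 in Spon2M and of -1.69 over the arrays of Spon1M and Spon3F (permutation test by random draws of as many probes, one-sided p = 0.0001, the smallest they can give), and the noise between neighbouring probes was the highest of the 12 arrays at 0.265. Both are consistent with a technical origin of these short regions. Of the 21 amplified regions behind the 16 chromosomes counted for this tumor, 20 were such short ones.

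The deleted length of PHx5M was 1.27 Mb, with the next post-PHx tumor at 0.118 Mb. It is 1 region of chromosome X from 151314259 to 152587954, and the same region was below 0 on 10 of the 11 other arrays, with the lowest at -0.36. This is consistent with measurement error of these probes. PHx2F had 1 deleted region of under 5 probes and the other post-PHx tumors 0; no explanation was tested for it.

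Of the other values, in the spontaneous tumors Arl6ip1 was 1.104 in Spon4F (next 1.01), Ccl25, Elavl1 and Map2k7 were 1.09 in Spon6F (next 1.02), Cdk6 was 1.23 in Spon1M (next 1.04), Cep68 and Crk were 1.102 in Spon2M (next 1.01), Tfg was 1.21 in Spon2M (next 1.06), and the common region of chromosome 18 was 0.908-fold in Spon5F (next 1.14). All of these are smaller than the filter on regions, and no explanation was tested for them.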

How the results depend on the processing

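The tests of bins against other splits of the tumors, and the rule on pieces of the chromosome 18 region, were chosen only after the result was seen. All other alternatives were chosen before the data were examined. The correction for GC content was not run, because no probe sequences were used here. Where a value below changed, the cause was not tested.

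Of the results that answer a comparison, 208 values under an alternative kept their direction and their side of the threshold (or their size), 16 moved, 4 changed sign, 7 passed the threshold and 1 no longer did. Of the single genes, 219 kept their value within 1 SD and 11 did not, 10 of these with the gene's own probes in place of its segment.

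The number of tumors with deletions was higher in the post-PHx than in the spontaneous group at a score threshold of 5 (4 against 3 tumors, Fisher's exact test, p = 1). Over the 12 alternatives its p ran from 0.0606 to 1. The difference in chromosomes with an amplification was -0.833 at a filter of 0.6, and otherwise up to 5.17 (exact permutation test, p from 0.132 to 0.818). With each tumor left out in turn it ran from 0.2 to 3.4, the latter without Spon2M (exact permutation test, p from 0.147 to 0.957). The methods' t-test gave p = 0.697 in place of the exact permutation test's 0.751.

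The share of amplified regions near the centromere in the post-PHx tumors ran from 27.8% to 76.5%, with p = 2e-05 (permutation test, the smallest its draws can give) under all 14 alternatives. In the spontaneous tumors it passed the threshold of the permutation test with the first 10 Mb (13.0%, p = 0.0042), normexp correction (23.2%, p = 0.0086), score thresholds of 8 (25.8%, p = 0.0275) and 10 (33.3%, p = 0.0070), a filter of 0.25 (18.1%, p = 0.0305), at least 5 probes (21.3%, p = 0.0250) and at least 1 Mb (25.7%, p = 0.0072). The difference between the groups was -8.67 points with the first 10 Mb and -0.232 points at a score threshold of 5, and otherwise up to 34.5 points (exact permutation test, p from 0.159 to 0.990).

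The number of common regions was 7 after normexp correction (the same 4 in pieces), 7 at a filter of 0.25 (with 3 more, on chromosomes 2 and 7), 6 with equal probe weights (with 2 single probes more, on chromosomes 2 and 17), 3 with at least 4 tumors and 2 at a filter of 0.6, against 4. The chromosome 18 counts stayed without a difference under 12 alternatives (Fisher's exact test, p from 0.545 to 1). Crem in Spon3F was 5.68-fold after normexp correction. The SD of Crem is set by PHx2F and Spon3F, so a change within 1 SD says little: PHx1M fell to 1.14-fold and PHx2F rose to 16.3-fold after normexp correction, and Spon5F was 0.781-fold with the gene's own probes. The share of over-expressed pairs no longer passed the threshold with over-expression set at 1.5-fold (Fisher's exact test, p = 0.0744).

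Between the groups, limma called 0 bins under every alternative, with a smallest adjusted p from 0.29 to 0.999, and from 0.0821 to 0.996 with each tumor left out; the main comparison had 120 bins under 0.05 unadjusted. With 0 bins called, all 100 splits of the 12 tumors drawn from 462 call as many (100), which by itself tells nothing. Of these splits, 12 had as many bins under 0.05 unadjusted (median 61) and 22 as small a smallest p, so chance cannot be excluded. With tumor number as a replicate block limma called 0 bins (121 unadjusted, smallest adjusted p 0.294). The numbers do not pair the samples, since the correlations of same-numbered tumors were -0.04, -0.10, 0.02, -0.02, -0.13 and 0.39.

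Against 0, limma called 81 bins in the post-PHx tumors after normexp correction (10 higher and 71 lower), against 0 (204 unadjusted), and 0 with each tumor left out. In the spontaneous tumors it called 164 after normexp correction (25 higher and 139 lower), 31 with centring on the mode (1 higher and 30 lower), 7 with only probes well above background, 54 with slide as a random block (2 higher and 52 lower) and 0 with 5-Mb bins (88 unadjusted), against 2. With each tumor left out this count ran from 0 to 48, the latter without Spon5F, and it was 0 without Spon1M, Spon2M or Spon6F.

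The signal over background was lowest in the red channel of the post-PHx arrays, at 3.80 in PHx1M. Regions at a log2 ratio of 0.5 with 5 probes were called in 65% of simulated cases, so short and low regions can be missed.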

Differences from the paper's values

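No test in this part was chosen only after the result was seen, apart from the rule on pieces of the chromosome 18 region.

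For Map3k8 in PHx2F the paper's copy-number ratio is 12.3 and the value here is 6.22. It differs under all 5 alternatives set before the data were examined that bear on it (5.90 to 7.67). The paper gives 22 genes for the region of chromosome 18 common among both groups. The probes of the post-PHx common region carry 72 names here, and from 64 to 74 under the alternatives that left it whole. After normexp correction it fell into 3 pieces with 20, 28 and 25 names, each within 1.5 times of the paper's count. The stretch of chromosome 18 amplified in at least 3 spontaneous tumors had 13 names after normexp correction and at a filter of 0.25, and 2 names with equal probe weights and at a score threshold of 5; the names shared by the regions of both groups were not counted here. The common region of chromosome 8 is about 2 Mb long in Fig. 3C, read by eye, and 5.34 Mb here. With at least 4 tumors it was 1.64 Mb, and after normexp correction and at score thresholds of 8 and 10 it was 1.94 Mb, all within the paper's value. It stayed at 5.34 Mb with no centring, centring on the mode, only probes well above background, equal probe weights, a score threshold of 5, a filter of 0.25, at least 5 probes and at least 1 Mb, and a filter of 0.6 gave no such region. For post-PHx tumors with a deletion the paper's value is 0 and the value here is 2. It was 0 after normexp correction and at score thresholds of 8 and 10, and 1 to 6 under the other alternatives. The 6 came with equal probe weights, where every deleted region outside PHx5M had under 5 probes.

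Other counts lay within 1.5 times of the paper's. The paper gives 5 post-PHx tumors with amplifications, against 6 here, and 5 were called after normexp correction, at score thresholds of 8 and 10, with at least 5 probes and with at least 1 Mb. The paper gives 4 spontaneous tumors with deletions, against 3 here, and 4 were called after normexp correction and with no centring. It gives 5 spontaneous tumors with amplifications, against 4 here, and 5 were called after normexp correction and at a filter of 0.25. For chromosome 18 it gives 3 spontaneous tumors, against 2 here, and 3 were called after normexp correction, with equal probe weights, at a score threshold of 5 and at a filter of 0.25. The common region of chromosome 14 has about 4 tumors in Fig. 3C, read by eye, against 3 here and 5 at a filter of 0.25. That of chromosome 8 has about 3 there, against 4 here and 3 at score thresholds of 8 and 10. The paper gives 122 genes in the common regions, against 152 names here and 123 with at least 4 tumors. The highest average amplification level is about 2.6 in Fig. 3D, read by eye, against 2.10 here and 2.22 without chromosome 18.

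The paper states that amplifications in spontaneous tumors affected significantly fewer chromosomes; the difference here was 1.17 chromosomes (exact permutation test, p = 0.751), and no alternative passed the threshold. The paper states that amplifications in spontaneous tumors were not preferentially at chromosomal edges; the share near the centromere had p = 0.0863 here (permutation test) and passed the threshold under 7 alternatives. The paper reports aberrations in all spontaneous tumors and an amplification of chromosome 18 in Spon4F; no region was called in Spon4F here, while at a filter of 0.25 and after normexp correction amplifications of chromosome 12 (117 Mb) and chromosome 18 (87.1 Mb) were called. Deletions of chromosomes 4 and 10 in Spon5F are drawn in Supplemental Figure 4B. Here chromosome 4 was called with centring on the mode and at a filter of 0.25, and 0.607 Mb of chromosome 10 in those and with equal probe weights. A deletion of chromosome 18 in Spon6F is drawn there and was called here at a filter of 0.25.

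Over Supplemental Table 6, 130 of 138 pairs of gene and tumor (94.2%) lay within 10% of the paper's copy-number ratio.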

Other observations

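Except for the test of variants between mice, the tests below were chosen only after the result was seen. The tests of a wave and of faulty spots replaced earlier ones whose values had been seen, and the bound for variants between mice was made stricter after its value was seen.

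The short deletions of Spon1M and Spon3F, both on slide 3, overlapped: 30.6% of the 372 probes in short deletions of Spon1M lay in such deletions of Spon3F, against 1.47% with random placement (10000 placements, permutation test, p = 0.0001, the smallest they can give), 114 probes in all. Against higher noise and lower signal as explanations in Spon1M, its noise between neighbouring probes, 0.147, was the lowest and its red signal over background, 11.9, the highest of the 12 arrays. Faulty spots were tested by the green brightness of the 114 probes on the array of Spon1M, which was 0.46 on the log2 scale over the median probe; a faulty spot would be dim in both channels. With the noise of Spon1M permuted over its probes and no region added, 227 regions were called, against 223 on the real array, so single outlying probes suffice for the number of regions but leave the overlap open. Of variants between mice, the brightness of these probes had a median SD of 0.619 over 9 arrays (all but Spon1M, Spon2M and Spon3F, so with Spon4F alone of slide 3), against 0.232 for like probes (permutation test by 1000 random draws of probes, one-sided p = 0.001, the smallest they can give), but of 0.213, against 0.246 for all probes, over the 8 arrays of slides 1 and 2, so this cannot be told apart from an effect of slide 3. The 114 probes lay in windows with a median of 32.5 probes per Mb, against 26 for random probes (permutation test by random draws of probes, one-sided p = 0.0021). A preparation of some DNA samples that lowers probes of probe-dense regions could give this. The draws took single probes, whereas the 114 come from regions of at least 2 neighbouring probes, which can share a window. The p can therefore be too small.

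At these 114 probes the brightness on slides 1 and 2 was between 0.36 and 0.61 in both channels. On slide 3 it was 0.46 in the liver and -0.84 in the tumor of Spon1M, -1.05 and 0.35 in Spon2M, 0.41 and -1.67 in Spon3F, and -1.12 and -0.83 in Spon4F. The low channel thus differs between tumor and liver DNA on this slide. A candidate explanation is the preparation of single DNA samples (32.5 probes per Mb, as above); exchanged DNA of Spon1M or Spon2M would also give opposite signs, was not tested, and no sample was regrouped. Slide 3 held only spontaneous tumors, and Spon5F and Spon6F on slide 2 had no short deletions.

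After removal of each segment's mean, the ratios of 38290 probes correlated more between arrays of the same slide (mean Spearman's rho 0.469) than of different slides (0.257), a difference of 0.212 (exact permutation test, 3 of 5775 regroupings, p = 0.000519), which is consistent with measurement error shared on a slide. The contrast came mainly from slide 2, whose pairs with other slides ran from -0.265 to 0.380. Pairs between slides 1 and 3 ran from 0.280 to 0.589, against 0.397 to 0.589 within slide 1 and 0.295 to 0.530 within slide 3. Tumors of the same group on different slides had a mean of 0.167 (16 pairs, all with slide 2). Tumors of different groups had 0.479 on the same slide (4 pairs, all of slide 2) and 0.302 on different slides (32 pairs). The pairs of different groups include those between slides 1 and 3, whereas all same-group pairs involve slide 2. These means thus cannot tell a difference between the groups from one between the slides.

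Chromosome 19 of Spon2M had a median log2 ratio of -0.42 over its probes. In the test of a wave its median was -0.39, where a wave that follows probe density predicts -0.00090 (SE 0.00070). On the other 3 arrays of its slide the lowest median over the probes was -0.26, in Spon1M, and the highest -0.02. A trend of the slide thus stays open. Chromosome 4 of PHx5M was at -0.23, where such a wave predicts 0.00049 (SE 5.2e-05), and the lowest median on the other 3 arrays of its slide was -0.054. For chromosome 19 such a wave predicts a shift near 0 on every array (farthest 0.0061, in Spon5F), so the test could hardly come out otherwise. It shows only that the slope on probe density measured in Spon2M leaves the shift unaccounted for. For chromosome 4 such a wave predicts a shift near 0 on every array (farthest -0.0011, in Spon6F), so the test cannot decide there. Waves of other kinds were not tested. For chromosome 4 of PHx5M, the lowest median on the other arrays argues against a trend of the slide. A loss in part of the cells was not tested.

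The 4 common regions had a mean log2 ratio of 0.042 in PHx5M (permutation test, p = 0.142), within random windows (-0.10 to 0.055), and of 0.14 in that of chromosome 18. The same gains in a small share of its cells were not detected and stay open, since such a share would also give values this low. Of 7 tumors tested in this way, Spon3F had the smallest adjusted p (0.0213).

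Of the ends of amplified regions with at least 5 probes, those at the first or last probe of a chromosome left out, 2 were shared by post-PHx tumors, next to probe gaps of a median of 682 kb, against 209 kb for 66 ends of single tumors (one-sided permutation test, p = 0.436), so shared ends and wide gaps cannot be told apart with 2 ends.

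For Crem, Pearson's r of 0.677 between copy number and the paper's Exp. FC (exact permutation test, p = 0.183, adjusted 0.389 over 20 genes) rests on 6 tumors, and more transcript with more copies stays open.

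For the paper's probability of tumors without deletions, the paper's 2 of 6 spontaneous tumors without a deletion give 0.00137 when raised to the power of 6, and Fisher's exact test on the paper's counts gives p = 0.0606. With the counts called here (3 spontaneous and 4 post-PHx tumors without a deletion) the former has no counterpart, as not all 6 post-PHx tumors lacked a deletion, and Fisher's exact test gives p = 1. Which calculation the paper used is not named in its text.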
